# DNA Methylation Regulates Transcription Factor-Specific Neurodevelopmental but Not Sexually Dimorphic Gene Expression Dynamics in Zebra Finch Telencephalon

**DOI:** 10.3389/fcell.2021.583555

**Published:** 2021-03-19

**Authors:** Jolien Diddens, Louis Coussement, Carolina Frankl-Vilches, Gaurav Majumdar, Sandra Steyaert, Sita M. Ter Haar, Jeroen Galle, Ellen De Meester, Sarah De Keulenaer, Wim Van Criekinge, Charlotte A. Cornil, Jacques Balthazart, Annemie Van Der Linden, Tim De Meyer, Wim Vanden Berghe

**Keywords:** DNA methylation, zebra finch, brain development, epigenetics, song learning, dosage compensation, gene expression

## Abstract

Song learning in zebra finches (*Taeniopygia guttata*) is a prototypical example of a complex learned behavior, yet knowledge of the underlying molecular processes is limited. Therefore, we characterized transcriptomic (RNA-sequencing) and epigenomic (RRBS, reduced representation bisulfite sequencing; immunofluorescence) dynamics in matched zebra finch telencephalon samples of both sexes from 1 day post hatching (1 dph) to adulthood, spanning the critical period for song learning (20 and 65 dph). We identified extensive transcriptional neurodevelopmental changes during postnatal telencephalon development. DNA methylation was very low, yet increased over time, particularly in song control nuclei. Only a small fraction of the massive differential expression in the developing zebra finch telencephalon could be explained by differential CpG and CpH DNA methylation. However, a strong association between DNA methylation and age-dependent gene expression was found for various transcription factors (i.e., *OTX2*, *AR*, and *FOS*) involved in neurodevelopment. Incomplete dosage compensation, independent of DNA methylation, was found to be largely responsible for sexually dimorphic gene expression, with dosage compensation increasing throughout life. In conclusion, our results indicate that DNA methylation regulates neurodevelopmental gene expression dynamics through steering transcription factor activity, but does not explain sexually dimorphic gene expression patterns in zebra finch telencephalon.

## Introduction

Like humans, songbirds are one of the few animal groups that learn vocalizations (Jarvis, 2019). Vocal learning requires coordination of auditory input and vocal output using auditory feedback during a critical neurodevelopmental stage. Whereas female zebra finches (*Taeniopygia guttata*) lack the ability to sing, males learn their vocalizations from a tutor in early life, analogous to humans. They form an auditory memory template of the tutor song, to which they match their own vocalizations. This sexual dimorphism is reflected in the song control system, a series of interconnected telencephalic nuclei, which undergoes striking changes in morphology and connectivity during the song learning period. Given the many parallels with human (speech) learning, song birds are a commonly used model for neurobiological research (Drnevich et al., 2012; Brainard and Doupe, 2013).

At the basis of these developmental changes lies a highly complex and strictly regulated process, orchestrated by the coordinated expression of thousands of genes. Although the development of the song control system is highly sensitive to steroid hormones, hormones are not sufficient to explain the sex differences. Instead, intrinsic genetic mechanisms are thought to initiate sexual differentiation in the zebra finch song circuit, and sex-linked genes may play key roles (Arnold, 1997; Wade and Arnold, 2004; Chen et al., 2005; Tomaszycki et al., 2009). Additionally, the structure and function of the developing brain are also altered by sensory and motor experience, as well as parent–child relationships and stress (Kolb and Gibb, 2011). Which specific genes are involved in the genetic mechanisms controlling sexual differentiation, and their relationship with steroid hormones, still remains unclear. Nevertheless, genes located on the W but also the Z chromosome are of particular interest, given that males are the homogametic sex in birds (ZZ, vs. females, ZW) and that dosage compensation is much more limited than in mammals (Ellegren et al., 2007; Itoh et al., 2007, 2010).

Besides, the environment has an especially potent and long-lasting influence on the development of brain circuits during early life “critical periods.” These are phases of enhanced plasticity during which environmental input is required for a correct development of a particular brain circuit (Hensch, 2005). To date, our understanding of the dynamic transcriptional programs, the underlying molecular mechanisms (e.g., transcription factors involved), and the interaction between genes and environment that occur in concert with the song learning period remains largely unknown. In mammals, CpG dinucleotide methylation is known to facilitate diverse environment-induced biological processes, such as cellular differentiation (Kinde et al., 2015). In brain cells, dynamic changes in DNA methylation occur in response to neuronal activity at specific loci in the genome (Tognini et al., 2015), and recent studies also revealed the accumulation of non-CpG and hydroxymethylation during early postnatal neuronal development (Kinde et al., 2015; Stroud et al., 2017; Price et al., 2019). DNA (promoter) methylation also regulates gene expression in zebra finches (Steyaert et al., 2016), yet little is known about its function in song learning.

The goal of the present study was to gain understanding of the sexual differentiation and developmental programs in the zebra finch brain at the transcriptional level, as well as of their epigenetic regulation during the song learning period. Hence, we have analyzed gene expression (RNA-Seq) and DNA methylation profiles (reduced representation bisulfite sequencing, RRBS) in male and female telencephalon samples at days 1, 20, and 65 of postnatal development and in adults. One day post hatching (1 dph), where song nuclei are not yet visible, precedes the critical period as well as the onset of sexual differentiation of the song system (Wade and Arnold, 2004). At 20 dph, morphological (and sexual) differentiation of the neural song system is well underway, and birds are beginning to form a memory template of their tutor’s song (start of the sensory phase). At post-hatching day 65, the sensory memorization phase has ended (father’s song is memorized), and male birds are in the middle of the sensorimotor learning phase, during which they learn to copy their father’s song (Bottjer et al., 1985). In adults, the song control system is fully mature, and the male song has become crystallized.

Our results point toward transcription factors under epigenetic control regulating developmental gene expression. Additionally, sexually dimorphic gene expression was found to be regulated by an incomplete dosage compensation largely independent of DNA methylation. The generated data are publicly available (GEO ID: GSE147974), thereby creating a valuable resource for future research.

## Materials and Methods

### Animals and Tissues

For RNA-Seq and RRBS experiments, zebra finches (*T. guttata*) were bred and raised at the University of Liège in an aviary containing 20 nest boxes maintained in a 13:11 h light/dark cycle. Birds were provided *ad libitum* with food, water, grit and cuttlebone, and additional millet branches and egg food. Sprouted sunflower seeds were provided twice and nesting material was provided once per week. The experiment was performed according to Belgian law on animal experimentation and approved by the Ethical Committee for Animal Experimentation at the University of Liège (protocol 1396). Brains from male and female juvenile and adult zebra finches [age: 1, 20, 65 (±3 days), and adults (>120 dph)] were used (9 birds per sex/age combination, total *n* = 72), with birds from one nest randomly assigned to different age groups. Birds were rapidly decapitated, and the brains immediately removed and handled under ribonuclease-free conditions. The telencephalon was separated from the rest of the brain. The brain tissue was rapidly frozen on dry ice and stored at –80°C until further processing.

For immunofluorescence experiments, additional male zebra finches were bred in an aviary colony at Antwerp University (Ethical approval ECD 2016-70) under a 12:12 h light/dark cycle. They were provided with *ad libitum* food and water, egg food, cuttlebone, grit, and nesting material. Brains were collected at the ages of 20 and 120 dph (*n* = 4 per time point), as described before (Majumdar et al., 2014). Birds were deeply anesthetized using ketamine–xylazine solution (0.003 ml/g body weight) and transcardially perfused with ice-cold saline (pH 7.4) followed by 4% paraformaldehyde in 0.1 M phosphate buffer (pH 7.4) for fixation. Brains were quickly dissected out and postfixed overnight in the same fixative. Next, brains were cryoprotected by immersing them sequentially in 10, 20, and 30% sucrose solution (Merck) in 0.1 M phosphate buffer at 4°C until they sank in the solution. Brains were then embedded into 15% PVP solution (polyvinylpyrrolidone; PVP40T, Sigma) and stored at –80°C until further processing. The sex of the birds, initially identified based on gonadal morphology, was confirmed using PCR as described previously (Soderstrom et al., 2007).

### Experimental Design

To assess differential expression and methylation in the telencephalon during zebra finch postnatal development, RNA-Seq and RRBS analyses were performed. For each sex per time point (1, 20, and 65 dph and adult), three independent biological pools were sequenced, each pool consisting of RNA/DNA of three telencephalons in equal proportions, resulting in a total of 24 pools. Pooling was performed to increase power by reducing interindividual variation unrelated to the research hypotheses at hand. To avoid confusion, each pool will be labeled as a “sample” throughout this manuscript. As the same 24 samples were used for both RNA-Seq and RRBS analyses, expression data can thus be directly correlated with DNA methylation.

### DNA and RNA Isolation

Telencephalon tissue was lysed in QIAzol^TM^ lysis reagent (Qiagen 79306) using a TissueLyser instrument (Qiagen 85300). RNA was extracted using the RNeasy mini kit (Qiagen 74106), according to the manufacturer’s instructions. Subsequently, the combined interphase and organic (phenol) phase fractions of QIAzol^TM^ reagent-lysed material were used for genomic DNA isolation. In short, ethanol was added to precipitate the DNA. The DNA pellet was then washed with sodium citrate solution (0.1 M sodium citrate in 10% ethanol). Next, the pellet was incubated with 75% ethanol after which the pellet was dried and resuspended in DNase- and RNase-free water.

### RNA Sequencing

Quality control and library preparation for RNA sequencing was performed by the NXTGNT sequencing facility of Ghent University (Ghent, Belgium). RNA concentrations were quantified and quality controlled using the Quant-iT^TM^ Ribogreen^®^ RNA Assay (Invitrogen R11491) kit and Agilent RNA 6000 Nano (Agilent 5067-1511; on Agilent Bioanalyzer). Upon DNase treatment, library preparation (TruSeq stranded mRNA, Illumina RS-122-2101 and RS-122-2102) was performed on 1 μg of RNA. As recommended by Illumina, fragmentation was performed for 8 min at 94°C. RNA was pooled (as described in the experimental design), and subsequently, multiplex identifiers were added to each pool (“sample”). To increase uniformity of the protocol, library preparation was performed using the IP-Star Compact Automated System (Diagenode B03000002). Bioanalyzer QC after library preparation (Agilent, High Sensitivity DNA kit) demonstrated no relevant batch effects. Single-end 75 bp sequencing was performed three times for each of the pooled libraries on the Illumina NextSeq500 (over four lanes).

### (Oxidative) Reduced Representation Bisulfite Sequencing

RRBS (Meissner et al., 2005) was also performed by NXTGNT. DNA was purified using Zymo’s Genomic DNA Clean and Concentrator^TM^-10 to avoid inhibition of enzymatic digestion. The Quant-iT^TM^ PicoGreen^TM^ dsDNA Assay Kit (Invitrogen P11496) was used to assess the DNA concentration. After pooling in equal proportions, the resulting 24 pools (“samples”) were dried and redissolved in water (molecular grade) to obtain a concentration of 2 μg and subsequently digested using *MspI* (New England BioLabs R0106, 20,000 units/ml). After purification of the digestion product with a GeneJET PCR Purification Kit (Thermo Fisher Scientific K0701), the Qubit 2.0 Fluorometer (Q32866) was used to determine the concentration.

For the library preparation, the NEBNext^®^ Ultra^TM^ DNA Library Prep Kit (New England BioLabs, E7370S) was used. For each sample, half of the DNA was oxidized for oxidative RRBS (oxRRBS), while the other half was subjected to regular RRBS analysis. Subsequently, bisulfite and oxidative bisulfite conversions were performed using the TrueMethyl Seq kit (Cambridge Epigenetix, CEGX). A PCR with TrueMethyl DNA Polymerase was performed as a bisulfite conversion control and showed no aberrations. RRBS sequencing was performed on the Illumina NextSeq500. As initial paired-end experiments (2 × 76 nt) demonstrated low quality of reverse reads, only forward reads were used, and subsequent experiments relied on single-end sequencing (1 × 76 nt). Also, low-diversity issues led to overclustering and lower sequencing efficiency. Therefore, in collaboration with Illumina, different numbers of dark cycles were used to optimize the resulting useable library size (see Supplementary Table S1). Additionally, different concentrations of control PhiX were used as a function of other libraries (independent of this project) sequenced during the same run. Given that samples were randomized over different sequencing pools and the optimization particularly focused on increasing yield (forward read data quality was similar and acceptable for all experiments), no bias and, at most, a limited increase in technical variance is expected due to these variations in the protocol.

### Sequence Read Mapping and Summarization

The Zebra Finch reference genome as provided by Ensembl (assembly taeGut3.2.4, release 87) was used for mapping of both RNA-Seq and (ox)RRBS sequencing reads. FastQC (v0.10.1) was used to assess RNA-Seq data quality, indicating no relevant problems. Therefore, no additional trimming was performed. STAR (v2.5.2b) was used to align and map reads to the reference genome (Dobin et al., 2013). Samtools (v0.1.18) and htseq-count (v0.6.0) (based on GTF file, Ensembl, assembly 3.2.4, release 87) were used for downstream analysis and data summary, respectively.

For RRBS, quality control and filtering of low quality reads was performed using “Trim Galore!” (Babraham Bioinformatics). Quality control indicated no relevant problems, so Bismark (v0.9.0, Babraham Bioinformatics) was used in Bowtie2-mode (Krueger and Andrews, 2011) for mapping (Supplementary Table S2). Seed length, mismatches, and interval during multiseed alignment were set to the default values. Hydroxymethylation was determined by subtracting counts from total methylation (i.e., methylation and hydroxymethylation specific) RRBS with oxidized methylation (i.e., methylation specific) RRBS results. However, hydroxymethylation counts were too low for an accurate locus-wise analysis (signal not distinguishable from noise for individual loci, see Supplementary Figure S2). Furthermore, total methylation RRBS counts were used for methylation quantification since oxidized methylation RRBS results showed less consistent coverage. The data were subsequently imported using the Bioconductor BiSeq package (Hebestreit et al., 2013) for extraction and summarization of CpG and CpH methylation values, resulting in, respectively, 270,754, and 447,351 sufficiently covered dinucleotides. Ensembl (assembly taeGut3.2.4, release 95) and UniProt annotation (R-package UniProt.ws, v2.14.0) were used for annotation of transcription start sites (TSS), start and end positions of genes, and obtaining gene symbols for Ensembl gene IDs throughout all analyses.

### Differential Gene Expression Analysis

For normalization and differential gene expression analysis, the R package edgeR (Robinson et al., 2010) with its GLM functionality (v3.8.6, R version 3.6.1) was used, as this gave higher quality results (better normalization according to the MA plot, more uniform *P*-value distribution, data not shown) than DESeq2 or limma-voom. Normalization was performed using trimmed mean of *M* values (TMM). Genes with very low expression [<1 counts per million (cpm)] in 22 or more samples were filtered out. A stagewise approach as described by Van den Berge et al. (2017) was performed. Firstly, an omnibus test was used to check for all contrasts of interest simultaneously, yielding Benjamini–Hochberg-based false discovery rate (FDR) estimates. Subsequently, *post hoc* tests were performed [adjusted for multiple testing by calculating the familywise error rate (FWER) per *post hoc* analysis] for initially significant loci (FDR < 0.05). The age effect was assessed by comparing the average effect over 20 and 65 dph and adult birds to the expression at 1 dph. The sex effect was assessed at each age separately.

### Differential DNA Methylation Analysis

For the RRBS data, raw counts were used to calculate methylation percentages (β-values) and subsequently *M*-values, with offset α equal to 0.01. Though originally developed for Infinium HumanMethylation BeadArray data (Du et al., 2010), *M*-values can also be applied on methylation sequencing data (Sun et al., 2015). The main advantage of *M*-values is that they are more appropriate for use with the R/Bioconductor limma package (v3.22.7), which uses moderation to obtain realistic variance estimates thereby increasing the degrees of freedom (and thus power) (Ritchie et al., 2015).

(1) $$\beta =\frac{\#\,M\,e\,t\,h\,y\,l\,a\,t\,e\,d\,r\,e\,a\,d\,s}{\#\,T\,o\,t\,a\,l\,r\,e\,a\,d\,s}$$

(2) $$M=\log_{2}\left(\frac{\beta +\alpha }{1-\beta +\alpha }\right)\left(\alpha =0.01\right)$$

Given the intrinsic normalization accomplished by the method of calculation for β and *M*-values, no additional normalization was performed. The data were filtered to improve quality: (i) only loci that had a minimal average coverage of 5 × per sample and (ii) a minimum of six methylated reads over all samples combined were retained for further analysis. Limma was applied to the quality-filtered data to ensure proper mean-variance trend estimation, but when solely focusing on the subset of CpGs for differentially expressed genes, FDRs were recalculated accordingly for this subset (using Benjamini–Hochberg’s method). Differentially methylated CpGs were annotated as “genic” when located within gene start and end position in Ensembl annotation unless the CpG was also within the promoter region of that gene, then it was annotated as “promoter.” In all other cases, CpG dinucleotides were annotated as “intergenic.” Promoter sequences were defined as the genomic regions from 2,000 bp upstream to 500 bp downstream of the TSS (similar for transcription factor binding analysis, see section “Materials and Methods”).

### Visualization of Genomic Features in the UCSC Genome Browser

For visualization and integration of different data sources, results are presented as Zebra Finch (taeGut2) genomic feature tracks, compatible with the UCSC genome browser. RRBS results were compiled as bedGraph files: for significantly differentially methylated cytosines, the methylation percentage is displayed as a positive value (between 0 and 1), whereas for non-significant cytosines, negative values and a different color are used. To visualize RNA-Seq data, the bamCoverage function (version 3.4.3) from the deepTools suite was used to obtain coverages per 50 bp bin (default). RNA-Seq tracks, which are provided as BigWig files, were rescaled to take into account differences in sample size.

### Hierarchical Cluster Analysis

Dendrograms were created using the hclust function in R, using the complete linkage clustering algorithm on the covariance between samples. For RNA-Seq, the normalized log-transformed cpm after filtering was used, whereas for RRBS, we opted for *M*-values after filtering on coverage and minimal methylation counts as mentioned above. For computational reason, only the 10,000 most variable *M*-values were used for clustering of the RRBS data. As only 13,891 genes were retained after filtering of the RNA-Seq data, the whole dataset was used.

### Functional Enrichment Analysis

To identify biological processes significantly associated with differentially expressed/methylated genes during zebra finch postnatal development, we used two different platforms: Genomatix Pathway system and Metascape. Only Gene Ontology (GO) biological processes identified by both platforms were reported. The first platform that was used for enrichment analysis is the Genomatix Pathways System (GePS) Software (Intrexon Bioinformatics Germany), Release 2.10.0, Database ElDorado 04-2019, Genomatix Literature Mining 02-2019. This software uses information from public and proprietary databases as well as co-citations in the literature to enable a comprehensive analysis of enriched biological processes (GO terms). As this system is based on human data, zebra finch genes were converted to the corresponding human orthologs using BioMart (Ensembl Genes 91). Only pathways with adjusted *P* < 0.05 were considered. In addition, we used the web-based Metascape analysis resource (Zhou et al., 2019) (updated version 2019-08-14)^1^ (Zhou et al., 2019). For each given gene list, the Metascape pathway and process enrichment analysis were carried out using default settings, using only GO biological processes. For the age effect on gene expression, the 3,000 most significantly differentially expressed genes were used as input gene list.

A custom background gene list was used for both Genomatix and Metascape enrichment analyses. For RNA-Seq data, the background list consists of all genes that were considered for differential expression analysis (filtered for minimal expression). For RRBS, all genes that were sufficiently covered in the RRBS analysis were used as background. Figures were made based on the Genomatix GePS results.

### Transcription Factor Binding Site Enrichment Analysis

Transcription factor (TF) binding site (TFBS) enrichment analysis was performed using JASPAR (JASPAR 2018 server) (Mathelier et al., 2016), an open source, curated database of binding motifs for transcription factors. Probability weight matrices (PWM) and annotation were downloaded for analysis. As avian TFBS PWMs are practically unavailable, TF binding specificities are generally well conserved (Nitta et al., 2015), and we study zebra finches as a model for human learning and selected all human TF (from the non-redundant TF set for vertebrates). For RNA-Seq data, promoter sequences of significant differentially expressed genes were scanned with the PWMs using FIMO (v4.11.3) (Grant et al., 2011). For computational reasons, FIMO was run for each PWM separately. Subsequently, all matches (*P* < 1.0E-4, FIMO default) were retained, counted, and listed.

A chi-squared test was performed per TF binding motif to determine whether the respective motif was enriched or depleted between promoter regions for genes of interest compared with an outgroup. For expression-based TF analysis, genes that were not significantly differentially expressed for any of the investigated contrasts were selected as an outgroup. For the expression pattern analysis, all sufficiently covered genes not present in a given expression pattern cluster were used as an outgroup. Finally, for dosage compensated genes (either from birth or acquired, see further), non-dosage compensated genes were used as an outgroup. Benjamini–Hochberg correction for multiple testing was applied on the *P*-values obtained from the chi-squared tests. For the differentially methylated CpGs, the same procedure was performed but on the 100-bp flanking regions (50 bp upstream, 50 bp downstream) of each differentially methylated CpG in promoter regions. As outgroup, the flanking sequences of non-differentially methylated CpGs in promoter regions were used.

### Classification of Age-Dependent Gene Expression Patterns

Since broad trends in gene expression data may point to shared major biological mechanisms, log-transformed cpm values were used to assess changes in expression patterns between different ages. Therefore, the expression at the age of 1 dph was used as a reference, and the expression of a gene at a certain age was considered increased or decreased if more than 1.65 standard deviations, respectively, higher or lower compared to 1 dph (standard deviation was calculated for each variable separately). This way, assuming a normal distribution, about 5% of genes are expected to exceed this expression threshold (one-sided increase or decrease, depending on the trend evaluated). Considering three different levels—a lower (L), equal (E), or a higher/elevated (H) expression at three time points (20 and 65 dph and adult compared to 1 dph), 27 possible gene expression patterns are possible. As a symbolic notation, these contrasts are referred to by the relative state at the three time points, e.g., genes that exhibit an elevated expression from 20 dph onwards (i.e., higher expression at 20 dph, higher expression at 65 dph, and higher expression at adult) will be referred to as HHH. From all possible gene expression patterns, 12 patterns were selected: having a different expression at only one of the time points (LEE, ELE, EEL, HEE, EHE, and EEH), at 20 and 65 dph (LLE and HHE), from 20 dph onwards (LLL and HHH), or from 65 dph onwards (ELL and EHH).

### Integration of Gene Expression and DNA Methylation Results

Association between expression and methylation was evaluated by means of linear mixed models (lmerTest R package, which relies on the lme4 package) calculated for each differentially expressed gene with at least one remaining CpG after the RRBS filtering steps. Log-transformed cpm values were modeled as a function of the average *M*-value of the remaining CpGs for the given gene and sample, with gene and sample as random factors (random intercepts). This was done for CpGs for both promoter and genic region subsets separately. Therefore, only CpGs with a unique gene annotation were considered for this analysis (±80% of data remaining).

To further investigate the role of DNA methylation on gene expression, a chi-squared test was used to evaluate whether the distribution of differentially methylated CpGs was different in differentially expressed genes compared with non-differentially expressed genes. Additionally, for the differentially expressed genes, the percentage of genes containing at least one differentially methylated CpG was calculated. Regulation of gene expression by CpH methylation was evaluated analogously.

### Immunofluorescence

Male zebra finches were sampled at 20 and 120 dph (*n* = 4 per group). An antibody specific for methylcytosine (5mC) (clone 33D3, Active motif; cat no. 39649) was used to detect DNA methylation in zebra finch brain slices by means of immunofluorescence (IF). For IF, paraformaldehyde-perfused brains in PVP molds (see higher, “*Animals and Tissues”* section) were sectioned sagittally at 18 μm using a cryostat (Thermo Fisher Scientific^TM^ CryoStar NX50). Sections were collected on Thermo Scientific SuperFrost charged slides. Antigen retrieval was performed in PBS-T (PBS with 0.1% Triton X-100)-washed sections using 10 mM sodium citrate buffer for 3 min. Sections were blocked in 20% bovine serum albumin (BSA) in PBS for 1 h at room temperature (RT) and incubated with primary antibody (1:100) for 2 h at RT and overnight at 4°C. The next day, sections were incubated with secondary antibody (Texas Red, donkey anti-mouse IgG, Abcam; ab6818) for 2 h at RT, mounted in ProLong Gold mounting media with DAPI (Thermo Fisher Scientific) and visualized using an Olympus BX51 fluorescence microscope equipped with an Olympus DP71 digital camera. Olympus Cell-F Software was used for image acquisition. Images in both UV and Alexa Fluor 555 range were taken at 40× magnifications keeping the exposure constant for all sections. Pictures were taken for the song nuclei HVC (formerly “hyperstriatum ventral pars caudalis” and “high vocal center”), RA (robust nucleus of the arcopallium), Area X, and LMAN (lateral magnocellular nucleus of the anterior nidopallium), as well as an equally large area just outside each nucleus, as shown in Figure 7A.

(ImageJ) version 1.52 (Ferreira and Rasband, 2020; University of Chicago, 2020). The nuclear intensity of 5mC expression was quantified using 40× fluorescent images as described in ImageJ user guide for basic intensity quantification. The images, taken at fixed exposure, were converted to grayscale and thresholded using the triangle method. 5mC signal intensity was measured for 15–20 individual cell nuclei per brain area considered. For each brain region (HVC, RA, Area X, LMAN), the effect of age (20 vs. 120 dph) and inside/outside the nucleus (song nuclei compared with an equally large area just outside the nuclei, as shown in Figure 7A) was evaluated by means of linear mixed models (lmerTest R package), with brain slice (eight in total) as a random factor. A *P* < 0.05 was considered significant.

### Sexually Dimorphic Gene Expression

To assess differences between distributions of autosomal or sex chromosome-related genes, a chi-squared test was used. A pairwise comparison between four time points leads to six chi-squared tests, for which *P*-values were Bonferroni corrected for multiple testing. A similar approach was used to assess whether rates of overexpression in male birds compared with overexpression in female birds were different over time points for either autosomal or sex chromosome-related genes.

For GO and TFBS analysis, Z chromosome genes were divided into genes overexpressed in male birds and genes overexpressed in females. Since, for Z-linked genes, female overexpression is quite rare, genes that show overexpression in female birds for at least a single time point were categorized as overexpressed in female birds (independent of the behavior at other time points).

### Dosage Compensation Analysis

Cpm values were used to evaluate the dosage effect. Ratios of male (M) vs. female (F) cpm values (M:F ratios) were calculated per time point for autosomal and Z-linked genes separately. Genes located on the autosomal or Z chromosomes for which the exact location is not known (indicated with “_random” in the Ensemble annotation) were included in the respective groups [impact of removing them was negligible, data not shown; note that also the pseudoautosomal region (PAR) is located on such a “random” fragment]. Based on the M:F ratio distribution for autosomal genes (i.e., without dosage compensation), the 95% quantile was used as cutoff for dosage compensation, leading to three groups of Z-linked genes: (i) dosage compensated genes from birth, M:F < cutoff at 1 dph and at adult age; (ii) genes that acquire dosage compensation throughout the birds’ life, M:F > cutoff at 1 dph, but lower at adult age; and (iii) non-dosage compensated genes, M:F > cutoff at both 1 dph and adult age. For the graphical representation of these ratios, 1,000 bins were created within the range of ratios to calculate the percentage of genes in each bin. Subsequently, loess regression was performed to smoothen the produced plots.

To estimate differences in average expression between different dosage compensated genes and non-dosage compensated genes, the log-transformed cpm value for each gene was averaged over all samples. Each variable was then attributed to its respective class (dosage compensated from birth-acquired dosage compensation–no dosage compensation), and ANOVA (with *Tukey post hoc*) analysis was used for comparison. The same type of analysis was used to assess the influence of sex and age on methylation in (non)dosage compensated genes.

## Results

### Age- and Sex-Specific Changes in Telencephalon Gene Expression During Neurodevelopment

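Telencephalons of male and female zebra finches were studied at 4 ages, 1, 20 and 65 days post hatch (dph) and adulthood. The paper gives adults as birds over 120 dph, and the descriptions of the samples give over 170 dph. RNA was pooled from the telencephalons of 3 birds of one sex and age, so that a sample averages over its birds, and there were 3 such samples for each of the 8 combinations of sex and age. The authors aligned the reads with STAR and counted them per Ensembl gene with htseq-count, and they deposited these raw counts without normalization. The table holds 18618 genes, of which 17761 had at least 1 count in any of the 24 samples. Counts were normalized here with edgeR's TMM method, and values are given as cpm after this normalization. The edgeR model had 8 group means, 1 for each sex and age, and shared its estimate of the spread over all 24 samples. A gene was tested in stages, as in the paper's methods. An omnibus quasi-likelihood F test over 5 contrasts came first, the effect of age and the effect of sex at each of the 4 ages, with a Benjamini-Hochberg false discovery rate of 0.05 over all genes. For the genes that passed, the p-values of the 5 contrasts were adjusted by Holm's method within the gene, and a contrast was called at an adjusted p of 0.05.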

Gene expression at 1, 20, and 65 dph as well as in adults was measured for three samples per sex (each sample being a mix of three biological replicates) by RNA-Seq. 

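Between 16680575 and 28772178 reads per sample were counted on genes, with a median of 22876461. The median was 25183045 reads in the 3 female and 23220779 in the 3 male samples at 1 dph. It was 22914059 and 25035827 at 20 dph, 21609624 and 23603384 at 65 dph, and 18458620 and 20334451 in adults, for females and males in that order. A value of 1 cpm stood for 16.7 reads in the smallest library and for 28.8 reads in the largest. The smallest value that 3 counts of a library can show ranged from 0.104 to 0.180 cpm. Such floors, and the confidence intervals of shares, cover counting error only, since reads amplified by PCR are not independent molecules. The 10 genes with the most reads took between 8.02% and 12.4% of the counts, as means of the samples of one sex and age.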

On average, 57.4 (± 7.2) million reads (minimum of 42.8 million) were obtained per sample; mapping percentages (using STAR) were on average 81.05% (± 0.95%) supporting high-quality data (Supplementary Table S3). Upon data summary and filtering (see “Materials and Methods” section), 13,891 genes were analyzed for the 24 samples. 

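The filter kept 13891 of the 18618 genes, those with at least 1 cpm in at least 3 samples, and left out 4727. Of the genes kept, 639 (4.60%) are Z-linked according to the paper's supplementary tables, and the other 13252 are called non-Z genes here. The tables as read here give a chromosome for 3884 of the 13891 genes and a symbol for 3515, so that the non-Z genes include genes whose chromosome is not known here. The omnibus test was passed by 10354 genes (74.5%). The common biological coefficient of variation between samples of the same sex and age was 0.111.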

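Pearson correlations of log-transformed cpm over the tested genes were computed between all pairs of samples, and samples were clustered by complete linkage. These are correlations across genes, which are not independent replicates. The most similar other sample was of the same age for all 24 samples, and the tree divided into 4 parts gave the 4 ages. The mean correlation between samples at 1 and 20 dph was 0.914, and it was 0.890 between 1 and 65 dph and 0.883 between 1 dph and adults. Samples at 20 and 65 dph had a mean correlation of 0.981, samples at 20 dph and adults 0.972, and samples at 65 dph and adults 0.983. With the covariance in place of the correlation, the most similar sample was of the same age for 15 of the 24 samples.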

As shown in Supplementary Figure S1, the expression data cluster by age, with the 1– and 20-dph time points being most different from the other time points, while the differences between 65 dph and adult birds are less apparent. Sex-based RNA-Seq clustering was more accurate for younger specimens.

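Among the samples of the same age, the most similar one was of the same sex for 5 of 6 samples at 1 dph, 6 of 6 at 20 dph, 5 of 6 at 65 dph and 1 of 6 in adults. The mean correlation within and between the sexes was 0.988 and 0.985 at 1 dph, 0.988 and 0.987 at 20 dph, 0.989 and 0.986 at 65 dph, and 0.987 and 0.986 in adults. With non-Z genes alone, the most similar sample was of the same sex for 2 of 6 samples at 1 dph, 2 of 6 at 20 dph, 5 of 6 at 65 dph and 1 of 6 in adults.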

The majority of genes (10,193; 73.4% of genes surveyed) exhibited a significant effect of age on expression (Supplementary Table S4). 

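The effect of age compared the mean of the 6 groups at 20 dph, 65 dph and adulthood with the mean of the 2 groups at 1 dph. It was called for 10040 of the 13891 genes (72.3%), 4869 with higher and 5171 with lower expression than at 1 dph. With Benjamini-Hochberg adjustment per contrast in place of the stages, the alternative that moved this count most, 11190 genes were called. Changes with age are relative to the bulk of the genes. The TMM factors averaged 1.14 at 1 dph and 0.961, 0.945 and 0.967 at the later ages, and the median log2 change of all genes after 1 dph was -0.02 with these factors and -0.27 without them.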

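Parvalbumin (PVALB, ENSTGUG00000010713, chromosome 1A) had 26.3 ± 3.57 cpm (SD, n = 6 samples of both sexes) at 1 dph, 147 ± 9.03 at 20 dph, 276 ± 20.2 at 65 dph and 504 ± 30.4 in adults. Its log2 fold change with age was 3.38 (standard error 0.07), a 10.4-fold difference, with an adjusted p of 8.32e-23 from edgeR's quasi-likelihood test. GAD1 is listed under 2 identifiers, and how reads that fit both were assigned is not in the files, so that the values of either are uncertain. GAD1 on chromosome 7 (ENSTGUG00000008060) rose from 58.5 ± 9.89 cpm (SD, n = 6) at 1 dph to 194 ± 22.3 in adults, with a log2 fold change of 1.60 (standard error 0.08, 3.03-fold, adjusted p = 5.03e-15 from the edgeR test). The entry without a placed chromosome (ENSTGUG00000013818) had 3.56 cpm at 1 dph and 14.4 cpm in adults, with a log2 fold change of 1.72 (standard error 0.16, 3.28-fold, adjusted p = 1.32e-09 from the edgeR test). Genes with a symbol were ranked by their change with age among those whose 18 later samples all lay on one side of the 6 samples at 1 dph. Among the largest rises were those of APOH, whose entry ENSTGUG00000015769 had 0 counts at 1 dph and was at least 34.4-fold higher later, and whose entry ENSTGUG00000004239 rose by 7.69 on the log2 scale. As for GAD1, the assignment of reads that fit both APOH entries is not stated, so that these values are uncertain. Among the largest decreases were those of SHOX2 (ENSTGUG00000011221), at least 12.0-fold lower after 1 dph, and WFIKKN2 (ENSTGUG00000009235), whose log2 fold change was -6.03.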

Important examples include the very significant (all adj. *P*–value < 3.0E-25) and relevant effects observed for the expression of parvalbumin (10.4-fold increase with increasing age), *GAD67* (*GAD1*) (3.3-fold increase), and *OTX2* (27.3-fold decrease), which are crucially involved in the timing of critical periods (Bernard and Prochiantz, 2016).

A smaller number of genes (1,157; 8.3% of genes surveyed), of which 48.1% were located on the Z-chromosome, exhibited a significant sex effect for at least a single time point (Supplementary Table S4). 

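An effect of sex was called for 1187 genes (8.55%) at 1 age or more, of which 552 (46.5%) were Z genes and 635 were non-Z genes. The effect was called for 776 genes at 1 dph, 618 at 20 dph, 677 at 65 dph and 299 in adults. The 3 male and 3 female samples did not overlap for 14.2% of the tested genes at 1 dph, 16.8% at 20 dph, 13.8% at 65 dph and 8.33% in adults, where 10% is the share that chance gives for 3 samples against 3. In the stages of the test, a gene that passes the omnibus test through its change with age is not adjusted for the number of genes when its sex contrasts are called. In 10 sets of counts simulated without any difference between the sexes, a mean of 147 genes was called at 1 dph, 155 at 20 dph, 149 at 65 dph and 154 in adults, and 564 genes at 1 age or more. With Benjamini-Hochberg adjustment of each contrast over all genes, 515, 376, 453 and 6 genes were called from young to old, and a mean of at most 0.2 genes in the simulated counts. Of these, 70, 33, 49 and 6 were non-Z genes.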

Interesting examples of differentially sex-specific expressed genes include *ESR2* (chr 5), *GADD45G* (chr Z), and *NTRK2* (chr Z). *ESR2* exhibited higher expression in females at 1 dph [fold change (FC) 3.6] and is the only sex hormone receptor exhibiting sexually dimorphic expression. *GADD45G*, involved in regulating learning-induced immediate early gene expression (Apulei et al., 2019), is differentially expressed at 1 and 20 dph, but not at the later time points. 

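GADD45G (ENSTGUG00000000433) had 28.1 ± 2.61 cpm (SD, n = 3) in females and 39.7 ± 2.37 in males at 1 dph, a log2 M:F ratio of 0.50 (standard error 0.12, adjusted p = 0.00136 from edgeR's test). At 20 dph it had 7.44 ± 1.33 cpm in females and 9.94 ± 0.501 in males (log2 M:F ratio 0.41, standard error 0.13, adjusted p = 0.0131 from edgeR's test). The log2 M:F ratio was 0.23 at 65 dph and 0.26 in adults, each with an edgeR adjusted p of 0.138. Expression fell by 2.12 on the log2 scale after 1 dph.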

*NTRK2* (also known as trkB) encodes the receptor for neurotropic factors *BDNF* and neurotrophin 4 (*NTF4*) and is expressed at a higher level in males compared with females, yet—interestingly—not in adult birds.

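NTRK2 (ENSTGUG00000003077) had 70.0 ± 9.29 cpm (SD, n = 3) in females and 102 ± 6.83 in males at 1 dph (log2 M:F ratio 0.54, edgeR adjusted p = 0.000314). At 65 dph it had 260 ± 30.5 cpm in females and 387 ± 14.2 in males (log2 M:F ratio 0.57, edgeR adjusted p = 0.000164). The difference was not called at 20 dph, with 272 ± 5.61 cpm in females and 324 ± 36.3 in males (log2 M:F ratio 0.25, edgeR adjusted p = 0.0681). In adults, females had 311 ± 35.8 cpm and males 347 ± 53.9, a difference smaller than the SD of the males (log2 M:F ratio 0.16, edgeR adjusted p = 0.17).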

Functional enrichment analysis of sex-biased genes showed significant enrichment for DNA-templated transcription termination and glucosylceramide metabolic processes for all time points (Figure 1 and Supplementary Table S5). Genes differentially expressed at 1 dph exhibited additional enrichment for RNA capping, as well as several metabolic processes (tetrahydrofolate, folic acid, choline, etc.). Genes differentially expressed at 20 dph were specifically enriched for the GO terms response to cholesterol, neuronal stem cell population maintenance, protein localization to presynapse, and positive regulation of Wnt signaling pathway, which were not enriched at any other time point. Genes exhibiting sexually differentiated expression at 65 dph showed enrichment for glutamate secretion. Finally, genes that were sex-biased in adults featured enrichment for response to type I interferon and innate immune responses (Figure 1 and Supplementary Table S5). 

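The paper's table of epigenetic and epitranscriptomic regulators lists 145 genes by the paper's own calls, and all of them were among the tested genes. The effect of age was called for 141 of them, 42 with higher and 99 with lower expression after 1 dph, and for 142 when the p-values were adjusted over the list alone. An effect of sex was called for 14 of them at 1 age or more. DNMT3B (ENSTGUG00000006412, chromosome 20) decreased from 3.56 ± 0.355 cpm (SD, n = 6) at 1 dph to 0.989 ± 0.208 at 20 dph, with an edgeR log2 fold change with age of -1.68 (adjusted p = 5.19e-08). DNMT1 is listed under 2 identifiers without a placed chromosome, whose log2 fold changes were -0.71 for ENSTGUG00000013708 and -0.78 for ENSTGUG00000014910. How reads that fit both were assigned is not stated, so that both values are uncertain. TET1 (ENSTGUG00000003754, chromosome 6) rose with age by 0.94 on the log2 scale, although its 1 dph samples varied widely (12.4 ± 4.04 cpm, SD, n = 6). TET2 (ENSTGUG00000003782, chromosome 4) had a log2 fold change of -0.52, and TET3 (ENSTGUG00000017323) was not called (edgeR adjusted p = 0.0625). Among the Z-linked genes of the table, SETD9 (ENSTGUG00000002597) and YTHDC2 (ENSTGUG00000003755) were higher in males at all 4 ages. The log2 M:F ratio of SETD9 was 0.99, 1.03, 0.94 and 0.31 from young to old, and that of YTHDC2 was 0.98, 1.06, 0.95 and 0.35. UHRF2 (ENSTGUG00000004941) and KDM4C (ENSTGUG00000004875) were called at 1, 20 and 65 dph, with log2 M:F ratios between 0.51 and 1.08.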

Interestingly, we observed significant transcriptional changes of various epigenetic and epitranscriptomic writer–reader–eraser proteins in an age- or sex-dependent manner across neurodevelopment (Supplementary Table S6).

**FIGURE 1:**
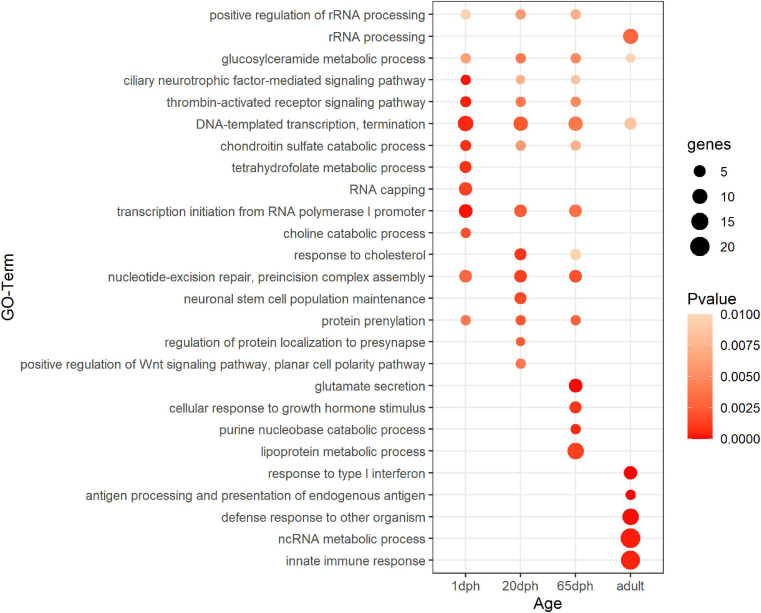
Functional enrichment analysis for sex-biased genes. Summary of statistically enriched GO biological processes for sex-biased genes at each assayed time point. This is based on Genomatix Pathways System (GePS) functional enrichment analysis. The dot size reflects the number of genes enriched in the Gene Ontology (GO) term and its color the corresponding statistical significance (*P*-value). Its absence indicates the annotation is not significantly enriched at the given time point. Complete enrichment analysis results are included in the (Supplementary Table S5).

TFBS analysis of the bulk set of all genes differentially expressed with age revealed enrichment of various important neurodevelopmental TFBS including *EGR3* (Pfaffenseller et al., 2018), *REST* (Thiel et al., 2015), and *CTCF* (Hirayama et al., 2012; Watson et al., 2014), although the fold change of enrichment was limited (| log FC| < 1; Supplementary Table S7). *REST* and *CTCF* significantly change in expression over development themselves, which was not the case for *EGR3* (Supplementary Table S4). Similarly, we next screened for TFBS motifs near the TSS of sex-biased genes (Banerjee et al., 2019; Heberle and Bardet, 2019). TFBS enrichment analysis showed significant enrichment for many TFBS (Supplementary Table S7) including several ETS, POU, and FOX family transcription factors, although these TFs did not show major sex-specific changes in expression themselves.

In the next paragraph, we will further elaborate on age-dependent gene expression patterns, whereas sex-specific gene expression effects will be discussed in more detail in subsequent sections on dosage compensation.

### Age-Dependent Gene Expression Pattern Groups

As the age-dependent gene expression differences described in the previous section are likely the result of a combination of underlying mechanisms, genes were classified into groups with similar developmental patterns. In total, 12 gene groups, covering a total of 5,482 genes (39.5% of those with sufficient coverage), showing one of the specific developmental patterns of interest [combinations of equally (E), higher (H), and lower (L) transcription at each time point relative to 1 dph], were analyzed (Figure 2 and Supplementary Table S8). 

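Genes were assigned to patterns from the mean of log-transformed cpm over the 6 samples of each age, with edgeR's prior count of 2. A gene was counted as higher or lower than at 1 dph when the difference of the means exceeded 1.65 SD, with the SD of the gene taken over all 24 samples, so that it includes the differences between ages. The 12 groups then held 9801 genes (70.6% of those tested). HHH held 2129 genes, LLL 1765, HHE 456, LLE 563, HEE 406, LEE 499, EHH 920, ELL 1204, EHE 212, ELE 280, EEH 702 and EEL 665. The effect of age was called for 9259 of the 9801 genes, and 3892 genes were equal at all ages (EEE). With cpm from library totals without TMM and with equal meaning within 1 SD, a setting chosen after the values were seen, the 12 groups held 5482 genes, the largest change of the total under any setting.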

Functional enrichment analysis (Supplementary Table S9) and TFBS enrichment analysis (Supplementary Table S10) indicate that several of these groups reflect coordinated, large-scale cellular changes during brain development. A summary of the functional enrichment results can be found in Figure 3.

**FIGURE 2:**
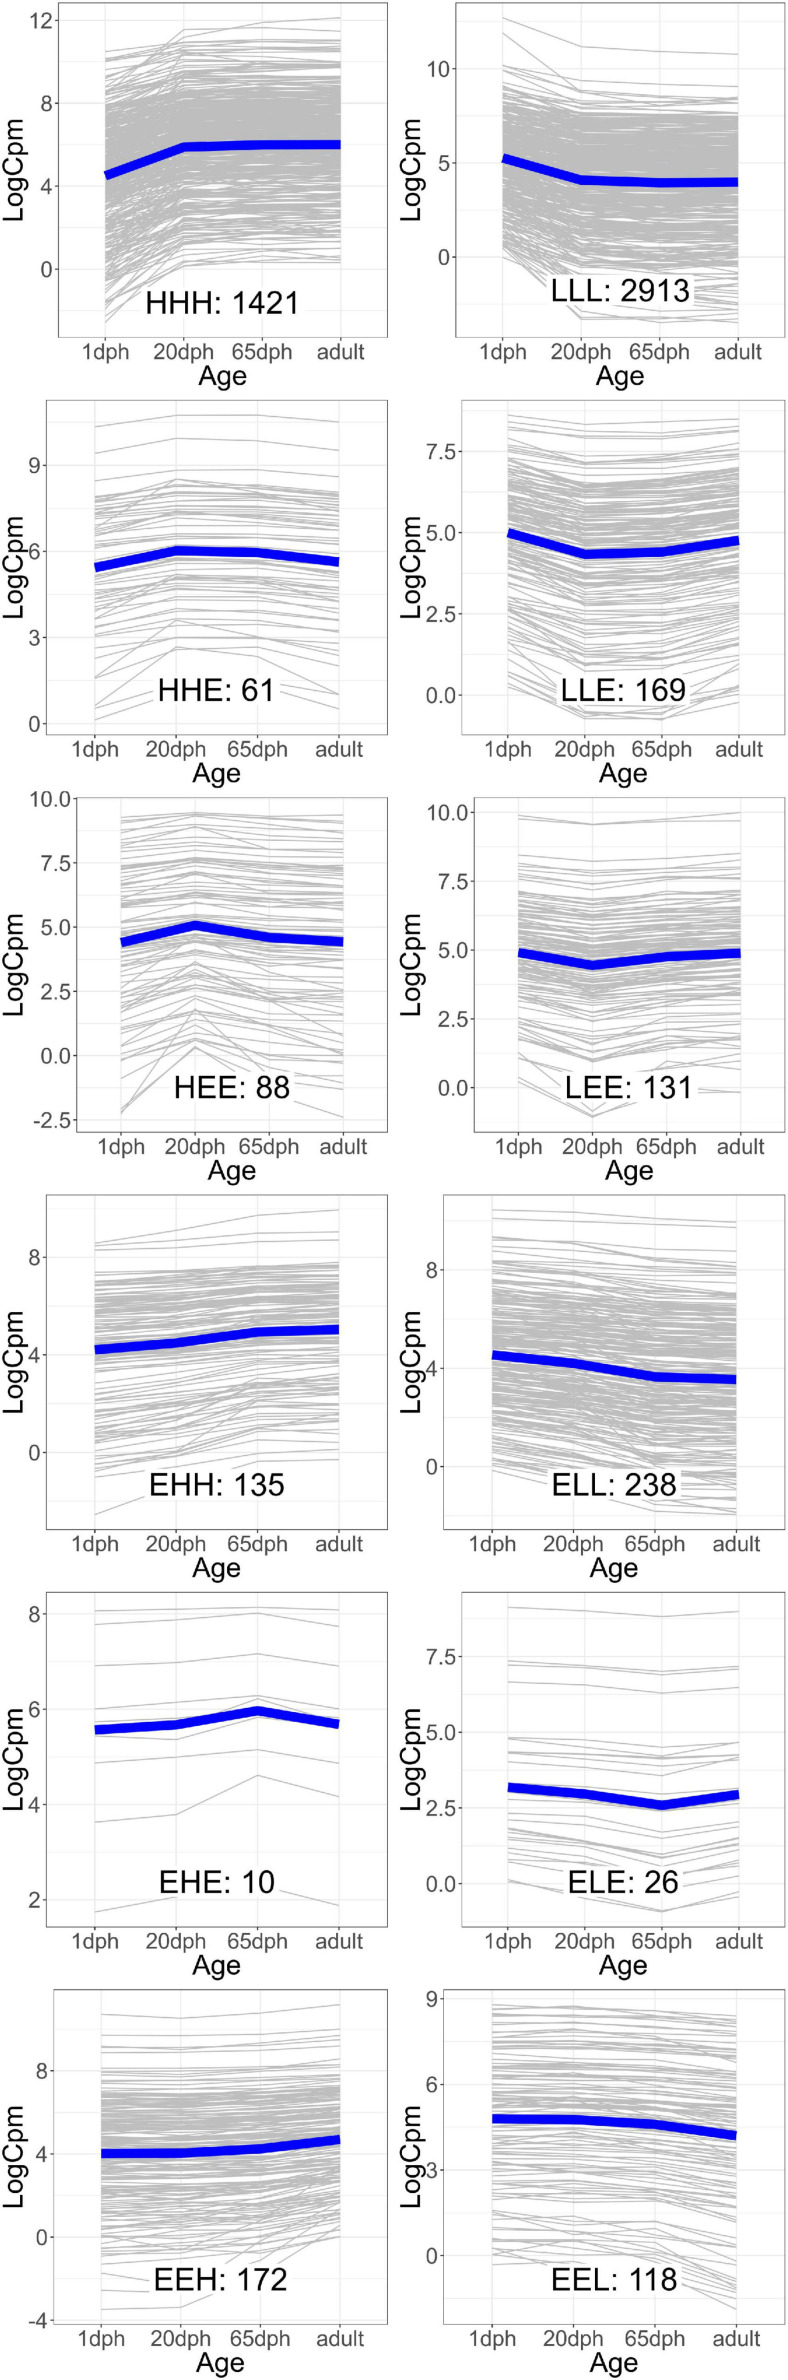
Groups of genes with similar gene expression patterns over the four time points. The expression of each individual gene [in counts per million reads mapped (cpm)] is plotted in gray, while the blue line indicates the average trend. The number of genes in each group is indicated. Group names reflect the relative expression at each time point [20 and 65 days post hatch (dph) and adult] compared with 1 dph, with H, higher, E, equal, and L, lower.

**FIGURE 3:**
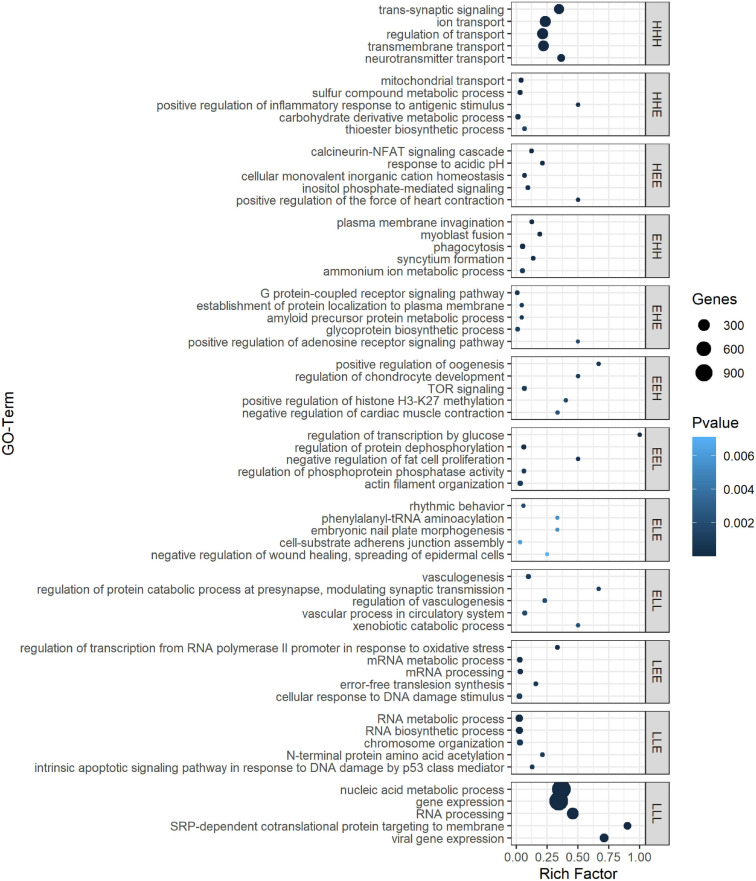
Top 5 ranked GO biological processes for the different gene expression pattern groups. GO terms are sorted by *P*-value in GePS functional enrichment analysis. For similar GO terms, only the top-ranked GO term was shown. The dot size reflects the number of genes enriched in the GO term and its color the corresponding statistical significance (*P*-value). Rich factor is the ratio of differentially expressed gene numbers annotated in this GO term to all gene numbers annotated in this GO term. Complete enrichment analysis results are included in Supplementary Table S9). H, higher, L, lower, and E, equal compared with 1 dph as reference.

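The 2129 genes of group HHH had a mean of 4.52 ± 0.05 log2 cpm (SD over n = 6 samples) at 1 dph. Their mean was 5.86 ± 0.03 at 20 dph, 5.98 ± 0.02 at 65 dph and 5.96 ± 0.03 in adults. The effect of age was called for all of them. With the SD taken over the 6 samples at 1 dph, the group held 3769 genes, with the SD pooled within the 8 combinations of sex and age 3901, and with 2 SD in place of 1.65 it held 676.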

For example, we found a clear enrichment in genes involved in synaptic signaling, ion and neurotransmitter transport, and behavior for group HHH, which contains 1,421 genes that are lowly expressed at 1 dph, yet feature higher expression for the three later time points (hence, HHH, cf. “Materials and Methods” section) (Supplementary Table S9 and Figure 3). Moreover, this cluster contains essential genes needed for learning and memory formation, including the immediate early genes *EGR1*, *ARC*, and *FOS* and several signaling subunits of *PP1*. In addition, this cluster comprises many genes known to play a role in the initiation of critical periods of neuroplasticity, like *BDNF*, *NARP* (*NPTX2*), *GAD1*, and *GAD2*, *CLOCK*, and subunits of the GABA_*A*_ receptor. This illustrates that, between 1 and 20 dph, there is an increase in synaptic signaling and learning potential. 

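EGR1 (ENSTGUG00000000003, chromosome 13) had 20.6 ± 3.03 cpm (SD, n = 6) at 1 dph and 274, 353 and 278 cpm at 20 dph, 65 dph and adulthood. Its log2 fold change with age was 3.86 (standard error 0.11, adjusted p = 7.34e-20 from edgeR's test). ARC (ENSTGUG00000012727, chromosome 2) had 10.0, 118, 158 and 108 cpm at the 4 ages (log2 fold change 3.65, standard error 0.11, edgeR adjusted p = 3.05e-19). FOS (ENSTGUG00000012217, chromosome 5) had 6.46, 45.1, 48.4 and 32.5 cpm (log2 fold change 2.67, standard error 0.13, edgeR adjusted p = 3.32e-15). The log2 cpm of all 3 genes exceeded that at 1 dph by more than 1.65 SD at each later age. The tested genes include 7 with a PPP1 symbol, all in group HHH, whose log2 fold changes ranged from 0.65 to 2.82. Symbols are known only for genes in the paper's tables, which include its list of HHH genes, so that this count favours HHH and does not describe the whole family. The direction of these genes did not change with DESeq2's size factors or without TMM.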

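The log2 fold change with age was 2.65 for BDNF (ENSTGUG00000004743, edgeR adjusted p = 1.09e-20) and 2.40 for NPTX2 (ENSTGUG00000008623, edgeR adjusted p = 1.26e-16). It was 1.70 for GAD2 (ENSTGUG00000001148, edgeR adjusted p = 5.96e-19) and 1.49 for CLOCK (ENSTGUG00000007513, edgeR adjusted p = 2.73e-13). These genes and both GAD1 entries were in group HHH. Of 11 tested genes with a GABR symbol, the effect of age was called for all 11 and 8 were in group HHH. Expression rose for 10 of them, by between 0.55 and 5.46 on the log2 scale, with the largest rise for GABRD. GABRA3 (ENSTGUG00000006327) was lower after 1 dph (log2 fold change -1.16) and in group LLL. GABRB1 was in EHH and GABRG3 in HEE. Symbols are known only for genes in the paper's tables, which include its list of HHH genes, so that the counts of GABR genes favour HHH. These directions were the same with DESeq2's size factors and without TMM. PVALB, which rose at each age, was in EHH.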

Cluster LLL, in contrast, contains 2,913 genes that exhibit a high expression at 1 dph and then decrease to remain constant until adulthood. 

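The 1765 genes of LLL had a mean of 5.09 ± 0.04 log2 cpm (SD over n = 6 samples) at 1 dph, 3.90 ± 0.01 at 20 dph, 3.76 ± 0.02 at 65 dph and 3.76 ± 0.02 in adults. The number of genes in this group moved with the scaling and the SD. It was 2913 with cpm from library totals without TMM, a setting chosen after the values were seen. It was 4013 with the SD over the samples at 1 dph, 3954 with the SD pooled within sexes and ages, and 365 with 2 SD.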

Functional enrichment analysis showed enrichment of genes involved in cell cycle regulation, nuclear transport, RNA processing, metabolic processes, regulation of gene expression, and chromatin remodeling (Supplementary Table S9 and Figure 3). The high expression of metabolic genes before 20 dph can be explained by the extensive growth and maturation that the brain undergoes between 1 and 20 dph. 

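A list of 30 cell cycle genes, among them MKI67, TOP2A and CDK1, was set before the data were examined, and 24 of them (80.0%) were found among the tested genes with a symbol. All 24 were called for age and were lower after 1 dph, and 17 of them were in LLL. Their median log2 fold change with age was -3.61, with a range from -5.18 to -1.20. In 10000 random lists of genes matched on mean expression, the median of the lists was -0.12 and 0% of the lists had a lower value than the cell cycle genes. Symbols are known only for genes in the paper's tables, which list genes partly by its own calls, so that the count of called genes is favoured. With lists drawn from genes with a symbol, a setting added after the values were seen, the median was 0.03 and the share again 0%. The mean over the 24 genes was 5.19 ± 0.15 log2 cpm (SD over n = 6 samples) at 1 dph, 2.39 ± 0.11 at 20 dph, 1.63 ± 0.11 at 65 dph and 1.34 ± 0.12 in adults.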

The decrease in the expression of cell cycle genes most likely reflects a decrease in neuron proliferation, as they transition into a postmitotic state.

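In group EHH, 920 genes had means of 4.03, 4.67, 5.02 and 5.14 log2 cpm at 1 dph, 20 dph, 65 dph and adulthood. In group ELL, 1204 genes had means of 4.50, 3.68, 3.20 and 3.08 log2 cpm at the same ages. The SD over the 6 samples of an age was at most 0.04 for both groups. Equal at 20 dph here means a difference within 1.65 SD, and the means at 20 dph had already moved by more than the SD between samples.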

Clusters EHH and ELL show transcriptional changes at 65 dph and in adulthood. EHH is enriched for the processes phagocytosis, cell–cell fusion, and glial cell differentiation. ELL contains genes involved in neurodevelopmental regulation of brain vasculature and extracellular matrix organization (Supplementary Table S9 and Figure 3). In the brain, extracellular matrix (ECM) molecules fill the extracellular space and are involved in synaptic stabilization, protection of neurons from oxidative stress, limitation of synaptic plasticity, and closure of developmental critical period plasticity windows (Dzyubenko et al., 2016; Song and Dityatev, 2018). In clusters HEE, LEE, EHE, ELE, EEH, and EEL, gene transcription changes transiently at either 20 or 65 dph or adulthood. 

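These 6 groups held 2764 genes together. The 406 genes of HEE had means of 4.14, 4.84, 4.52 and 4.37 log2 cpm from 1 dph to adulthood, and the 499 genes of LEE had 4.54, 4.01, 4.21 and 4.34. The 212 genes of EHE had 4.19, 4.52, 4.75 and 4.54 log2 cpm, and the 280 genes of ELE had 3.13, 2.69, 2.37 and 2.64. The 702 genes of EEH had 3.74, 3.98, 4.18 and 4.50 log2 cpm, and the 665 genes of EEL had 4.40, 4.16, 3.97 and 3.68. The SD over the 6 samples of an age was at most 0.06. The effect of age, which averages the 3 later ages, was called for 312 of the HEE genes, 383 of LEE, 170 of EHE, 248 of ELE, 551 of EEH and 563 of EEL.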

HEE shows functional enrichment related to calcineurin-mediated signaling and regulation of intracellular pH, while LEE contains genes related to mRNA processing, RNA splicing, and translation termination. EHE and ELE are involved in glycoprotein metabolic process and protein localization to membrane and in circadian behavior, respectively. EEH is enriched in TOR signaling and O-glycan processing, and EEL in the regulation of protein dephosphorylation and actin filament organization (Supplementary Table S9 and Figure 3).

When studying TFBS enrichment, mainly depletion was observed for the larger gene clusters (HHH, LLL), though always with a limited effect size despite often clear significance (| log FC| < 1; Supplementary Table S10). For some of the smaller clusters, clearly enriched TFBS (| log FC| > 1) could be found; however, the small size of these clusters impeded solid statistical assessment of this enrichment (e.g., TFBS for FOS-like and JUN-like proteins in ELE cluster or E2F-family proteins in EHE cluster, Supplementary Table S10). In the EEL gene cluster, binding motifs for many FOX family transcription factors, including vocal learning-associated genes FOXP1 and FOXP2 (Takahashi et al., 2009; Chen et al., 2013), were about twofold depleted (Supplementary Table S10).

### Age- and Sex-Specific Changes in Telencephalon DNA Methylation During Neurodevelopment

Next to transcription factors, DNA methylation provides another mechanism to regulate gene expression during neurodevelopment. We therefore used (ox)RRBS to study DNA methylation dynamics in the telencephalon during brain development. Methylation changes were detected at 90,113 CpG and 17,805 CpH cytosines, resulting in 24,785 CpG (i.e., 24,551 for the contrast of age and 193, 11, 30, and 0 for the contrast of sex at 1, 20, and 65 dph and adult age, respectively, Supplementary Table S11) and 1,894 CpH (of which 1,835 for the contrast of age and 3, 8, 23, and 25 for the contrast of sex at 1, 20, and 65 dph and adult age, respectively, Supplementary Table S12) differentially methylated cytosines, respectively. For CpG cytosine methylation, this led to 1,861 genes (out of 3,380 genes after filtering) with at least one significantly differentially methylated CpG (of which 1,855 for the contrast of age and 112, 1, 4, and 0 for the contrast of sex at 1, 20, and 65d dph and adult age, respectively). For CpH cytosine methylation, 361 genes were found to be significant (of which 349 for the contrast of age and 1, 2, 11, and 7 for the contrast of sex at 1, 20, and 65 dph and adult age, respectively, out of 1,629 genes after filtering). The general reliability of our results was supported by the observation that significant genes are featured by on average ± 12 significant CpGs and ± 5 significant CpHs covered per gene. These data clearly showed on average lower methylation degrees and, therefore, less differential methylation, in a CpH than in a CpG context, suggesting the latter to be more important for neurodevelopment.

Similar to what has been observed during human brain development (Vogel Ciernia and LaSalle, 2016), postnatal CpG and CpH methylation levels significantly increased for both sets (CpG: *P* = 6.3E-9, CpH: *P* = 0.006) over development (Figure 4A). Remarkably, no significant differences in total methylation between male and female birds could be found (both *P* > 0.13). Along the same line, global CpG hydroxymethylation increased over development (all *P* = 9.4E-5), yet again without significant sex differences (*P* = 0.82, Figure 4A). Likewise, cluster analysis exhibited no clear DNA methylation clustering per sex (Figure 4B). Taking into account that on average observed intensities of CpH were lower than CpG methylation levels, CpG methylation changes seem to be the dominant regulator in neurodevelopment. Moreover, the number of age-specific DNA methylation differences clearly exceeded the number of sex-specific DNA methylation differences.

**FIGURE 4:**
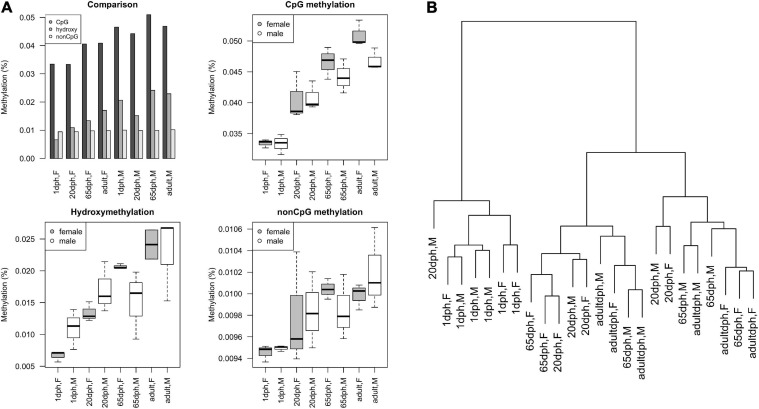
Overview of reduced representation bisulfite sequencing (RRBS) results. **(A)** Methylation levels as a function of age and sex, as found using RRBS, expressed as *M*-values. Comparison of relative CpG methylation, CpG hydroxymethylation, and CpH methylation levels at different ages. Overview of absolute levels of average CpG methylation, hydroxymethylation, and non-CpG methylation levels at different ages in male/female ZF (boxplots). **(B)** Cluster dendrogram displaying hierarchical relationships among RRBS samples. The number of branches separating the samples indicates dissimilarity.

### CpG and CpH Methylation Regulate Age-Dependent Neurodevelopmental Gene Expression

Next, we focused on those genes for which differential methylation is associated with differential expression. Strikingly, for genes featuring differential expression between sexes, only a single CpG (at 1 dph) and no CpH featured differential methylation; therefore, only age-dependent changes in gene expression will be considered. First, we confirmed the earlier observation that promoter DNA methylation is also involved in gene expression regulation in zebra finch (Steyaert et al., 2016). In general, expression (log-cpm) of age-associated genes was negatively associated with DNA methylation (*M*-values) for both promoter (β = –0.041, *P* < 2E-16) and genic regions (β = –0.046, *P* < 1E-14). Also for CpH methylation, associations were significant for promoter (β = –0.026, *P* = 0.002) as well as genic regions (β = –0.039, *P* < 1E-6).

Subsequently, we considered genes for which both expression and methylation data are available. At the individual cytosine level, limma analysis showed that 24.6% (6,692 out of 27,197) of CpGs and 12.0% (519 out of 4,325) of CpHs analyzed in genes differentially expressed with age displayed a significantly changed methylation status over telencephalon development (Supplementary Tables S13, S14). Vice versa, 34.1 and 52.1% of genes differentially expressed with age show at least one differentially methylated CpG in the promoter and genic regions, respectively. However, for age, there was no significant enrichment in differential promoter methylation for the differentially expressed genes compared with the non-differentially expressed genes (*P* = 0.80). This result implies that DNA methylation cannot be considered a global driver of age-dependent gene expression changes.

However, expression of individual key neurodevelopmental genes may be tightly controlled by DNA methylation, as illustrated here for *ARX* (Figure 5). *ARX* is a homeobox transcription factor gene essential for normal telencephalon development (Sherr, 2003), known to be regulated by DNA methylation in humans (Dhawan et al., 2011) and previously found to be upregulated upon chemical demethylation in zebra finch (Steyaert et al., 2016). Out of 21 significantly differentially methylated CpGs, 19 show hypermethylation with age, coinciding with a highly significant reduction in expression (4.11-fold reduction, adj. *P* = 2.9E-257). For further qualitative results, UCSC tracks containing RNA-Seq data and methylation percentages for CpGs within promoter or genic regions of differentially expressed genes can be found in Supplementary Files S1–S4. Functional enrichment analysis of differentially expressed genes containing one or more differentially methylated CpGs or CpHs revealed enrichment for biological processes related to pattern specification, regionalization, embryonic organ development, sensory organ development, developmental growth, and axonogenesis (Supplementary Table S15 and Supplementary Figure S3).

**FIGURE 5:**
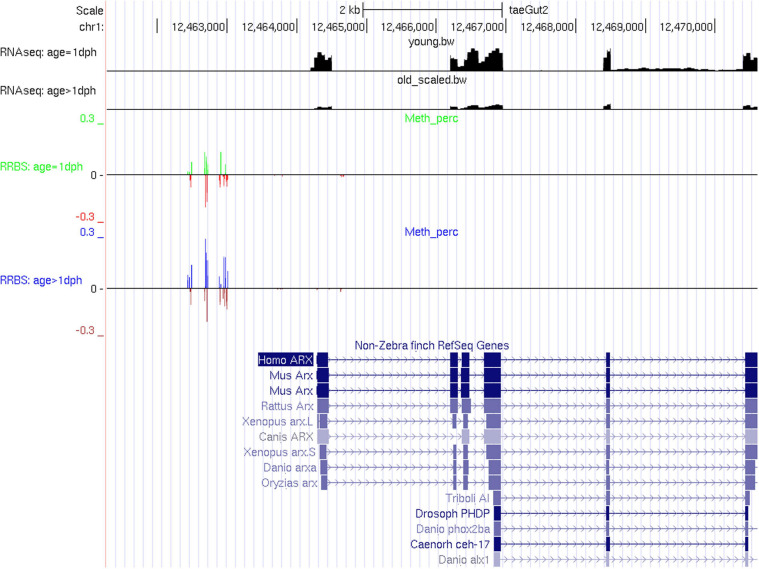
RNA-Seq and RRBS tracks for the gene ARX. In the RRBS tracks, the average methylation rate is provided as a positive number for significantly methylated CpGs and as a negative number for insignificantly methylated CpGs.

Strikingly, enrichment analysis of GO molecular functions of age-specific differentially expressed genes containing differentially methylated CpGs or CpHs revealed a very strong enrichment for regulation of DNA-binding transcription factor activity. Indeed, many of these genes are transcription factors, which could in turn control downstream target gene expression (Supplementary Table S15). For no less than 67.4% of the differentially expressed TFs, also differentially methylated CpGs were found, compared with only 36.3% for non-TF (*P* = 1.2E-9). Important examples include master regulators of critical period synaptic plasticity, i.e., *OTX2*, *AR*, and *FOS* (Supplementary Tables S13, S14) (Gandolfi et al., 2017; Apulei et al., 2019; Tozzi et al., 2019).

Next, we also evaluated the genomic neighborhood of cytosines differentially methylated with age for TFBS enrichment. These analyses demonstrated for example a clearly significant enrichment for *ESRRA* binding motifs (∼2-fold, *P* = 4.8E-5) (Supplementary Data Sheet 1), suggesting that the transactivation activity of *ESRRA* may depend on the DNA methylation status of its binding motif. Moreover, binding motifs for *EGR1*, *EGR2*, *EGR3*, and *EGR4*, all members of the early growth response (EGR) family of immediate early gene transcription factors, were depleted. This gene family is rapidly and transiently activated in response to a wide range of stimuli and can translate environmental influence into long-term changes in the brain, contributing to neuronal plasticity (Pfaffenseller et al., 2018). Interestingly, *EGR1* was found to recruit Tet1 to shape the brain methylome during development and upon neuronal activity (Sun et al., 2019). In total, we found at least a twofold depletion or enrichment of 67 TFBS, suggesting a thorough interplay between both DNA methylation and TF transactivation (Supplementary Data Sheet 1; Banerjee et al., 2019).

In summary, whereas promoter methylation is generally associated with gene silencing, it is not sufficient to explain the massive differential gene expression observed with age in the zebra finch telencephalon. However, differential methylation was preferentially observed in TFs differentially expressed with age, which in turn target various neurodevelopmental genes differentially expressed across ages. Reciprocally, regions around CpGs differentially methylated across ages show clear enrichment for several TFBS. In this respect, our results reveal important reciprocal control mechanisms of DNA methylation and TF activity during neurodevelopment.

### Immunofluorescence Reveals Elevated 5mC Levels in the Song Control System

Since we used whole telencephalon samples, our results lack detailed spatial information. We hypothesized that DNA methylation could be particularly relevant in learning related brain regions, like the song control nuclei, compared with surrounding tissue. Therefore, we used 5mC-specific immunofluorescence on two relevant time points (20 and 120 dph, four males each), to compare 5mC levels inside the four major song control nuclei—Area X, HVC, RA, and LMAN—to equally large areas just outside of these nuclei (Area X_out_, HVC_out_, RA_out_, and LMAN_out_, together SCS_out_). A schematic representation of the selected areas is shown on a Nissl-stained zebra finch brain section (Figure 6A), and representative examples for Area X immunofluorescence images are depicted in Figure 6B.

**FIGURE 6:**
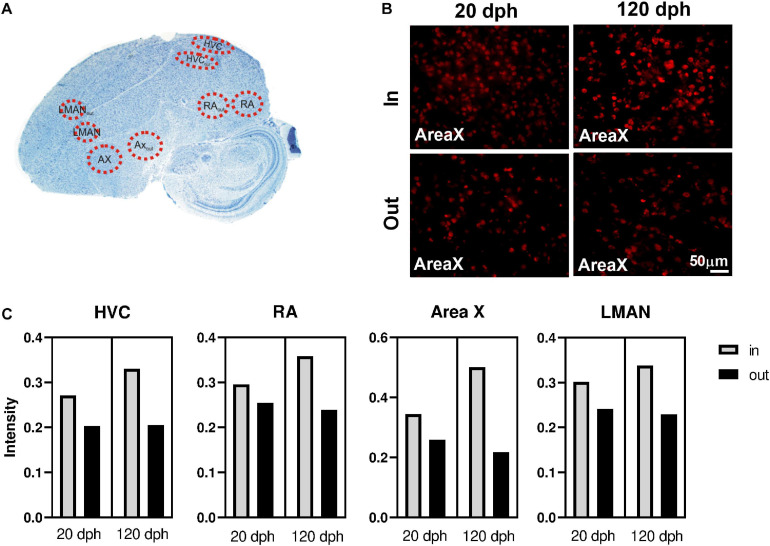
Immunofluorescence of 5-methylcytosine (5mC) in zebra finch telencephalon at 20 and 120 dph. **(A)** Overview of the analyzed regions on a Nissl-stained sagittal section of a 120-dph zebra finch brain. **(B)** 40× photomicrographs of Area X and its surrounding region (Area X_out_) in brain sections of a 20- and a 120-dph old zebra finch, as an example of the 5mC-specific antibody staining used for intensity measurements. **(C)** Average 5mC intensity per cell nucleus in HVC, RA, Area X, and LMAN at 20 and 120 dph. Raw means were calculated as the mean intensity of the cells within the region considered, averaged over the four birds for that time point.

Per individual brain region (Area X, HVC, RA, and LMAN), we used a linear mixed model to evaluate whether the 5mC signal intensity per cell (as proxy for the degree of DNA methylation) varied as a function of time point (20 and 120 dph) and position (“inside/outside” of the song control nucleus), as well as their interaction, adjusted for brain slice as random factor (Table 1). For each brain region, 5mC signal intensity was significantly higher inside the song control nucleus than in the corresponding region outside of the nucleus (all *P* < 0.0005). Whereas the main effect of time point was never significant (all *P* > 0.6), for each brain region, there was a significant interaction between “inside/outside” and time point (all *P* < 0.002), indicating a further increase with age of methylation in the song control nuclei, but not in cells outside of the song nuclei (Figure 6C). Nevertheless, additional work is required to confirm the relevance of 5mC in song learning by measuring gene-specific DNA methylation differences specifically in the song control nuclei.

**TABLE 1:** Evaluation of 5mC immunofluorescence signal intensity per cell as a function of time point (20 and 120 dph) and position (“inside/outside” of the song control nucleus), as well as their interaction, adjusted for brain slice as random factor, using a linear mixed model per brain region (HVC, RA, Area X, LMAN).

	HVC		RA		AX		LMAN	
	Estimate (SEM)	*P*-value	Estimate (SEM)	*P*-value	Estimate (SEM)	*P*-value	Estimate (SEM)	*P*-value
Intercept (day = 20; outside the song control nucleus)	0.202 (0.026)	1.74E-04	0.254 (0.026)	3.16E-05	0.258 (0.058)	4.00E-03	0.241 (0.027)	7.56E-05
Effect day 120	0.002 (0.037)	9.55E-01	−0.015 (0.036)	6.83E-01	−0.040 (0.081)	6.36E-01	−0.015 (0.036)	7.59E-01
Effect inside the song control nucleus	0.069 (0.010)	9.88E-11	0.041 (0.012)	3.91E-04	0.085 (0.011)	6.85E-14	0.060 (0.011)	8.16E-08
Interaction: effect inside the control nucleus, day 120	0.056 (0.015)	1.33E-04	0.078 (0.016)	2.69E-06	0.198 (0.015)	2.56E-29	0.049 (0.016)	1.88E-03

### Sexually Dimorphic Gene Expression

As already mentioned in previous paragraphs, about half of all genes featuring a significant sex difference between males (ZZ) and females (ZW) are located on the Z chromosome. Genes differentially expressed between sexes at every time point are almost exclusively found on the Z chromosome (97.0% out of 167 genes), whereas genes that are specifically differentially expressed at a single time point tend to be less frequently linked to the Z chromosome (19.2, 5.1, 12.8, and 1.1%, out of 224, 136, 149, and 94 genes, for resp. 1, 20, and 65 dph and adults). This implies that sex-dependent differences in gene expression arising after 1 dph are mainly (90.5%) autosomal in origin. 

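The effect of sex was called at every age for 186 genes, of which 180 (96.8%) were Z genes. It was called at a single age for 243 genes at 1 dph, 129 at 20 dph, 152 at 65 dph and 97 in adults. Among these, 42 (17.3%), 3 (2.33%), 17 (11.2%) and 1 (1.03%) were Z genes. With each sample left out in turn, the numbers at a single age ranged from 133 to 401, 79 to 262, 96 to 283 and 78 to 121. With Benjamini-Hochberg adjustment per contrast they were 107, 29, 56 and 6, with Z shares of 48.6%, 27.6%, 41.1% and 0%. With DESeq2's Wald test, where each contrast was adjusted over all genes, 2 genes were called at every age. A call at a single age does not test whether the sex effect differs between ages. The difference itself was tested between adults and the mean of the 3 younger ages by an edgeR contrast with Benjamini-Hochberg adjustment, and it was called for 231 genes, 217 of them Z genes. All 217 had a smaller male bias in adults.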

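The effect of sex was called only at 20 dph, only at 65 dph or only in adults for 378 genes, of which 94.4% were non-Z genes. It was called at any age after 1 dph, and not at 1 dph, for 411 genes, of which 92.5% were non-Z genes. Only 4.60% of the tested genes are Z genes, so that false calls alone would give shares near these. In the counts simulated without a sex difference, means of 155, 149 and 154 genes were called at 20 dph, 65 dph and in adults, alone or not. The shares by themselves thus do not show where later sex effects lie. The share of 94.4% fell to 73.3% with DESeq2's Wald test and to 65.9% with Benjamini-Hochberg adjustment per contrast. It was 93.0% to 96.0% with DESeq2's size factors, the likelihood ratio test, no filter on low counts and the level scaled after the omnibus test. At each age, the non-Z gene with a symbol and the largest difference was taken among those whose male and female samples did not overlap. At 20 dph INKA1 (ENSTGUG00000005233) was higher in males, with 2.46 ± 0.256 against 1.40 ± 0.134 cpm (SD, n = 3, log2 M:F ratio 0.81, edgeR adjusted p = 0.0109), and CBX2 (ENSTGUG00000003161) was lower, with a log2 M:F ratio of -1.08 (edgeR adjusted p = 0.0222) at under 1 cpm in both sexes. At 65 dph CALCB (ENSTGUG00000008509) had at most 1 count in any female sample and at most 10 counts in any male sample and was at least 2.24-fold higher in males, and PRDM12 (ENSTGUG00000004692) had a log2 M:F ratio of -1.48 (edgeR adjusted p = 0.046) with at most 12 counts in any sample of either sex. In adults MPEG1 (ENSTGUG00000007155) had 6.99 ± 1.55 cpm in males and 3.65 ± 0.765 in females (SD, n = 3, log2 M:F ratio 0.94, edgeR adjusted p = 0.000634), and CDC7 (ENSTGUG00000006148) had 0.859 ± 0.216 in males and 1.43 ± 0.294 in females (edgeR adjusted p = 0.0173). At 1 dph these were NEU4 (ENSTGUG00000005898), with a log2 M:F ratio of -0.69, and a gene of ribosomal RNA (5_8S_RRNA, ENSTGUG00000017965) with 1.22, which stands for a repeated sequence, so that its counts are uncertain.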

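Z genes made up 521 of 776 genes with an effect of sex at 1 dph (67.1%, 95% Wilson interval 63.8% to 70.4%), 439 of 618 at 20 dph (71.0%, 67.3% to 74.5%), 484 of 677 at 65 dph (71.5%, 68.0% to 74.8%) and 184 of 299 in adults (61.5%, 55.9% to 66.9%). By Fisher's exact test with Bonferroni correction over the 6 pairs of ages, the share in adults differed from that at 20 dph (p = 0.025) and at 65 dph (p = 0.0166), but not from that at 1 dph (p = 0.516). The pairs among the 3 younger ages had adjusted p-values of 0.781, 0.466 and 1 by the same exact test. Genes are not independent, so that these intervals and tests describe the lists of genes only. With DESeq2's Wald test they were 79.4%, 88.5%, 85.7% and 12.5%, the last over 16 genes.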

As a net result, from young to old, respectively, 69.3, 71.6, 72.7, and 59.9% of the genes differentially expressed between sexes were located on the Z chromosome. This fraction is significantly lower for adults compared with other time points (all adj. *P* < 0.04), whereas other differences were non-significant (all adj. *P* = 1).

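Among the Z genes with an effect of sex, 517 of 521 were higher in males at 1 dph, 434 of 439 at 20 dph, 477 of 484 at 65 dph and 183 of 184 in adults. Over all 639 tested Z genes, called or not, the male samples had the higher mean for 614 at 1 dph (96.1%), 587 at 20 dph (91.9%), 613 at 65 dph (95.9%) and 548 in adults (85.8%). The ratio of male to female mean cpm exceeded 1 for 613, 587, 612 and 557 of them at these ages. The counts thus depend on the measure, most clearly in adults.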

As expected, Z-linked differentially expressed genes particularly show overexpression in male birds (average over four time points: 99.0%, with no differences in directionality between time points; *P* = 0.82). 

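Among the non-Z genes with an effect of sex, 85 of 255 were higher in males at 1 dph (33.3%, 95% Wilson interval 27.8% to 39.3%), 51 of 179 at 20 dph (28.5%, 22.4% to 35.5%) and 53 of 193 at 65 dph (27.5%, 21.7% to 34.2%). In adults, 75 of 115 were higher in males (65.2%, 56.1% to 73.3%). Fisher's exact test with Bonferroni correction over 6 pairs of ages gave p = 1.11e-07 for adults against 1 dph, 3.3e-09 against 20 dph and 7.41e-10 against 65 dph, and 1 for each pair of younger ages. Genes of an age are measured in the same samples and are not independent, so that these intervals and tests describe the lists of genes only. The number called in adults was below the mean number in the counts simulated without a sex difference. Of all 13252 non-Z genes, the male samples had the higher mean for 42.6% at 1 dph, 40.6% at 20 dph, 44.6% at 65 dph and 48.1% in adults. With DESeq2's size factors in place of TMM, the share of called non-Z genes that were higher in males was 38.3% at 20 dph.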

For autosomal genes on the other hand, the three youngest groups exhibit depletion of overexpressed genes for male birds (average over three time points: 31.3%, no differences between these time points; all adj. *P* > 0.62). Strikingly, for adult birds, there was a significant enrichment of autosomal gene overexpression in male birds (67.6%, all adj. *P* < 1.7E-7), yet less pronounced compared with Z-linked genes.

### Incomplete Dosage Compensation in Zebra Finch Brain

Sex-specific expression differences in Z chromosome-linked genes reflect incomplete dosage compensation in birds (Ellegren et al., 2007; Itoh et al., 2007, 2010). In order to evaluate whether the degree of dosage compensation varies throughout development, we evaluated M:F expression ratios. 

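For each gene, the mean cpm of the 3 male samples was divided by that of the 3 female samples of the same age. The median M:F ratio over the non-Z genes was 0.980 at 1 dph, 0.978 at 20 dph, 0.988 at 65 dph and 0.997 in adults. Over the 639 Z genes, the arithmetic mean of the ratios was 1.69 ± 0.0466 at 1 dph, 1.59 ± 0.0214 at 20 dph, 1.63 ± 0.0434 at 65 dph and 1.16 ± 0.152 in adults, where the SD is over the ratios of the 3 single male samples. The alternative that moved the ratios of the younger ages most was chosen after the values were seen. It divides the cpm of males summed over all Z genes by that of females without TMM, and it gave 1.50, 1.44, 1.47 and 1.11.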

As shown in Figure 7A, the distribution of M:F ratios for autosomal genes is centered at 1, i.e., no sex bias, whereas an overall male bias in expression was observed for Z genes (M:F ratios of 1.50, 1.44, 1.47, and 1.11 for 1, 20, and 65 dph and adult, respectively, a ratio of 1 or 2 implies complete compensation vs. no compensation). These results clearly confirm incomplete dosage compensation in zebra finch, accounting for a large part of the observed sex differences. Moreover, the degree of dosage compensation largely varied between genes, with 95% confidence interval of Z gene M:F ratios ranging from 0.90 to 2.28. 

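A Z index was computed for each sample, the median over Z genes of its log2 cpm relative to the mean of the sexes at that age, minus the same median over non-Z genes. At 1 dph the index was 0.38 ± 0.03 (SD, n = 3) in males and -0.37 ± 0.08 in females. It was 0.32 ± 0.02 and -0.32 ± 0.01 at 20 dph, and 0.35 ± 0.02 and -0.34 ± 0.07 at 65 dph. The sexes differed by 0.75, 0.64 and 0.68 on the log2 scale at these ages, many times the SD between samples, and each exact permutation test gave p = 0.1 (two-sided), the smallest p that 3 samples against 3 allow.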

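The central 95% of the Z genes had M:F ratios from 0.941 to 2.38 at 1 dph, 0.893 to 2.37 at 20 dph, 0.925 to 2.25 at 65 dph and 0.880 to 1.46 in adults. For the mean of a gene's ratios over the 4 ages, this range was 0.979 to 1.96. The ratio exceeded 1 for 613 of the 639 Z genes at 1 dph, 587 at 20 dph, 612 at 65 dph and 557 in adults.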

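In adults, the Z index was 0.09 ± 0.19 (SD, n = 3) in males and -0.09 ± 0.04 in females, a difference of 0.18 (exact permutation test, two-sided, p = 0.2). The 3 adult male samples spread over a range of 0.37, more than the difference between the sexes, with an index of -0.08 in replicate 22, 0.30 in replicate 23 and 0.06 in replicate 24. The adult female samples had -0.12, -0.05 and -0.09 in replicates 19, 20 and 21, so that replicate 22 lay among the females. The sex difference in adults minus the mean of that at the 3 younger ages was -0.51 (permutation of the ages within each sex, 100000 resamples, p = 6e-05), and it was -0.50 against 65 dph alone. The index is set against the mean of both sexes at an age, so that male and female values mirror each other. The permutation treats the sexes as independent, which makes its p too small.

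**Figure D1:**
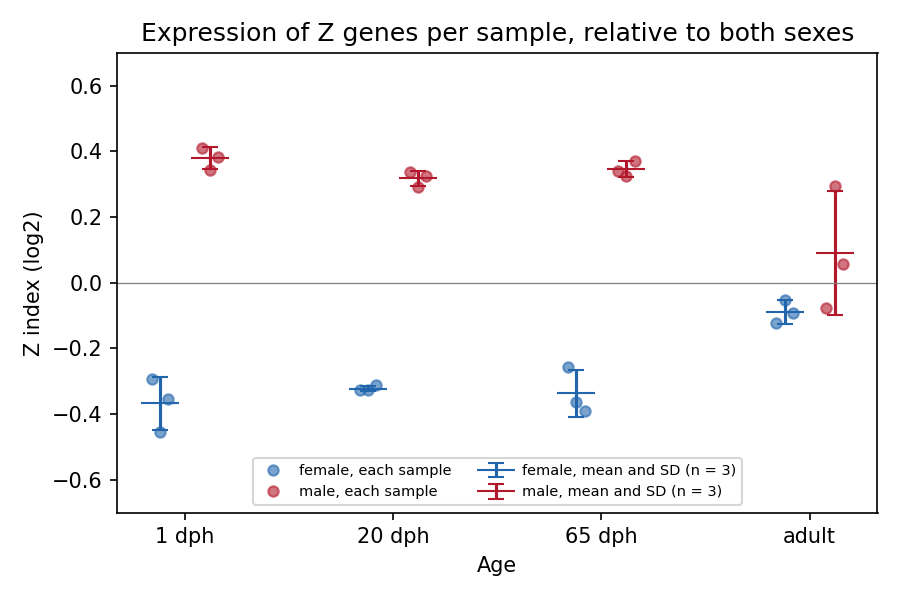
Z index (log2) of each sample by age, with the mean and SD of the 3 male and the 3 female samples. The sexes are apart by 0.75, 0.64 and 0.68 at 1, 20 and 65 dph and by 0.18 in adults, where the male samples range over 0.37.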

Strikingly, with an average ratio of 1.11, dosage compensation of Z genes is far higher in adult samples compared with the other time points and even approximates complete dosage compensation (Figures 7A,B).

**FIGURE 7:**
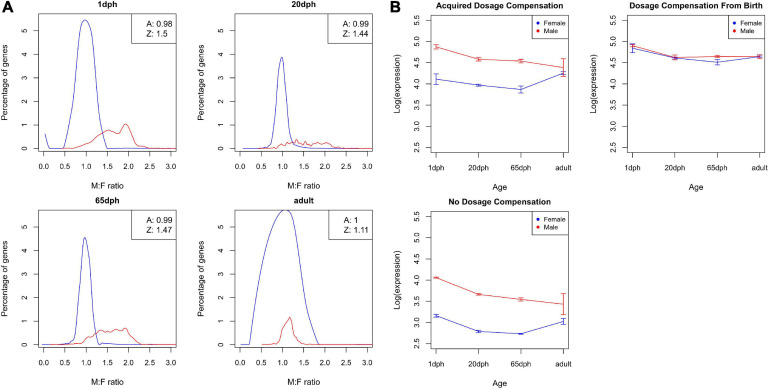
Dosage compensation. **(A)** Distribution of male-to-female (M:F) ratios of gene expression for zebra finch telencephalon samples at four different ages: post-hatch days 1, 20, and 65 and adult. The distribution for autosomal genes is shown as a black line, the distribution for Z genes as a red line. The boxes in the upper right corner show the average M:F ratios for autosomal and Z chromosome genes. **(B)** Average log-transformed cpm values over different ages for both male birds (red) and female birds (blue) for (i) genes that acquired dosage compensation, (ii) genes that are dosage compensated from birth, and (iii) non-dosage compensated genes.

Subsequently, we grouped Z genes into three categories: genes that are dosage compensated from birth (*n* = 78), genes that become compensated throughout life (*n* = 428), and genes that never become dosage compensated (*n* = 132) (see section “*Materials and Methods,”* Supplementary Data Sheet 2). 

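A Z gene was taken as compensated when its M:F ratio lay under the 95% quantile of the non-Z ratios of the same age, which was 1.24 at 1 dph and 1.29 in adults. By this rule 84 genes were compensated at 1 dph and in adults, 477 at first not and then in adults, 77 at neither age, and 1 at 1 dph only. Of these, 78, 422 and 77 are in the paper's corresponding lists. The counts moved most with the quantile taken over non-Z genes of at least 10 cpm, which gave 44, 251 and 340 genes. Of the 554 Z genes over the quantile at 1 dph, 80 lay under it at 20 dph, 42 at 65 dph and 477 in adults. The 95% quantile depends on expression, and among non-Z genes it was 1.51 in adults for genes of 0 to 2 log2 cpm and 1.07 for genes of over 6 log2 cpm. From the average M:F ratio of the Z genes in adults, the paper concludes that their dosage compensation is far higher than at the other time points and approaches completeness.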

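The mean over all samples was 4.74 log2 cpm for the 84 genes compensated from birth (SD over genes 2.56), 4.32 for the 477 that acquired compensation (SD 2.16) and 2.48 for the 77 not compensated (SD 2.16).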

Unexpectedly, dosage compensated genes exhibited on average higher expression levels than non-dosage compensated ones (both adj. *P* < 6.9E-5, Figure 7B). 

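Genes compensated from birth exceeded those not compensated by 2.26 on the log2 scale, and genes that acquired compensation exceeded them by 1.84. Both differences had an adjusted p of 1.5e-05, the smallest that the permutations can give (100000 permutations of genes, 3 pairs, Benjamini-Hochberg). Genes compensated from birth and genes that acquired compensation differed by 0.42 (permutation test, adjusted p = 0.116). Genes are not independent replicates. With the quantile taken among non-Z genes of similar expression, in 20 bins, genes compensated from birth were lower than those not compensated, with a difference of -2.81 on the log2 scale, a reversed direction under a setting chosen after the values were seen. This quantile is higher for genes of low expression, which makes it easier for them to count as compensated.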

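For the 477 genes that acquired compensation, the mean in males was 4.70 ± 0.04 log2 cpm (SD, n = 3 samples) at 1 dph, 4.65 ± 0.03 at 20 dph, 4.64 ± 0.04 at 65 dph and 4.44 ± 0.20 in adults. In females it was 3.92 ± 0.09, 4.01 ± 0.02, 3.93 ± 0.07 and 4.29 ± 0.03 at the same ages. From 65 dph to adulthood the males changed by -0.19 on the log2 scale, which is within the SD of the adult males (exact permutation test, two-sided, p = 0.3). The females rose by 0.36, with no overlap between the ages (exact permutation test, p = 0.1, the smallest possible). The same samples define the classes and give these values. With each adult sample's classes defined without it, the changes were -0.20 in males and 0.30 in females (exact permutation p = 0.1 for either sex). Each adult sample was then averaged over its own list of genes, and the 65 dph samples over the 477 genes. The list held 406 genes without replicate 22 and 527 without replicate 23. A change of genes thus enters these values, and nothing is concluded from them. For the genes not compensated, the changes were -0.09 in males (exact permutation p = 0.7) and 0.21 in females (exact permutation p = 0.1).

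**Figure D2:**
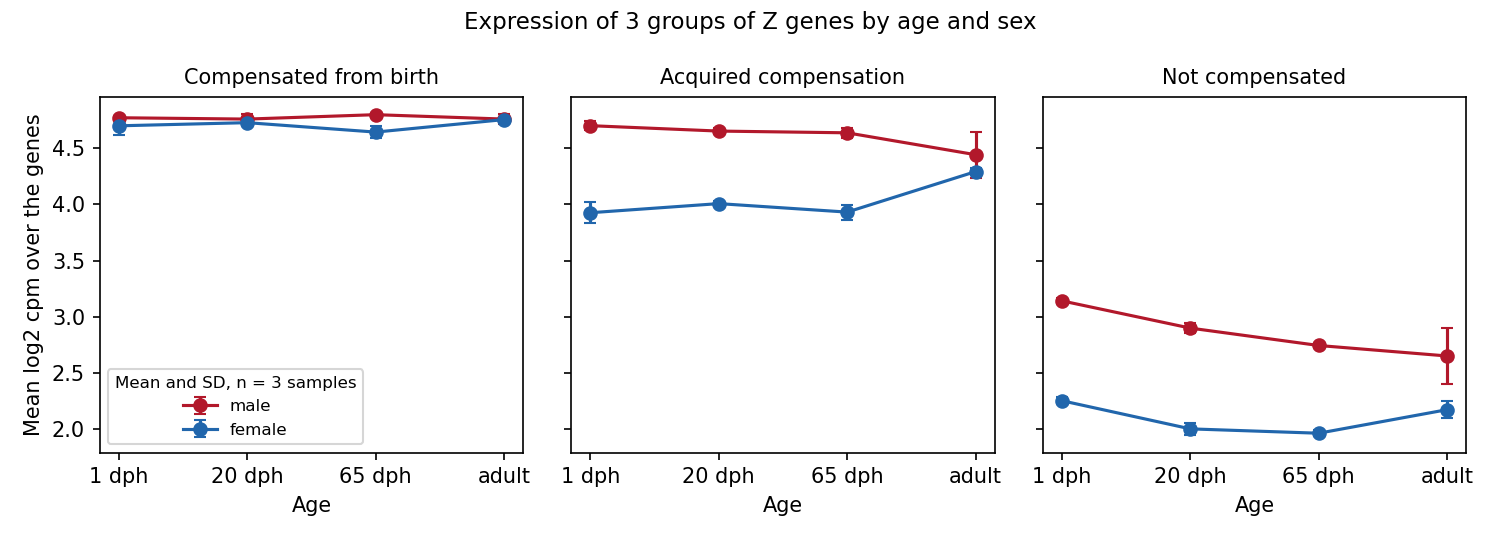
Mean log2 cpm over the genes of each class of Z genes by age, for males and females, with the SD over n = 3 samples. In the genes that acquired compensation, the females rise to 4.29 and the males fall to 4.44 in adults, where the SD of the males is 0.20.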

Even more strikingly, for genes that acquire dosage compensation during life, compensation is partly driven by a decrease in expression in the homogametic male (cf. mammals), but also partly due to an increase in expression with age in females (Figures 7A,B).

Functional enrichment analysis showed enrichment for neurotransmitter (serotonin) and metabolic processes (oxidative phosphorylation, lipidation) in genes that are never dosage compensated (Supplementary Figure S4 and Supplementary Data Sheet 2). Genes that acquire dosage compensation throughout life exhibited enrichment for ciliary neurotrophic factor (CNTF)-mediated signaling (Supplementary Figure S4 and Supplementary Data Sheet 2). Interestingly, CNTF signaling in ciliated sensory neurons plays key developmental roles in postnatal brain maturation of sex-specific behavior (Morris et al., 2004; Koemeter-Cox et al., 2014; Jia et al., 2019). Additionally, TFBS enrichment analysis was performed on dosage compensated genes from birth onwards and genes that become dosage compensated later in life (Supplementary Data Sheet 3), compared with non-dosage compensated genes. Genes that were dosage compensated from birth onwards only showed two depleted groups of (neuro)developmental TFBS (i.e., Ets-related factors *ERF* and *ERG* and RXR-related receptors *RXRB* and *RXRG*). Genes that acquire dosage compensation later in life showed a twofold motif enrichment (*P* < 0.006) for *TBX19*, known to regulate developmental adenocorticotropic hormone functions (Abali et al., 2019).

## Discussion

Neural circuits are shaped by experience during periods of heightened brain plasticity in early postnatal life, called critical periods. Song learning in zebra finches is one of the most striking examples of a critical period for complex learned behavior (Kelly et al., 2018); moreover, this behavior as well as the underlying brain circuit is sexually dimorphic. Through genome-wide molecular characterization of the neurodevelopmental epigenomic and transcriptomic dynamics of the zebra finch telencephalon from 1 dph to adulthood, we provide novel insights into possible molecular determinants of age- and sex-dependent gene expression dynamics in the developing zebra finch brain. Moreover, generated matched expression and methylation data (GEO ID: GSE147974), as well as relevant summarized data, are made publicly available as community resource for further study (e.g., UCSC-compatible Supplementary bedGraph and BigWig Files S1–S4).

We identified major age- and sex-specific transcriptional changes in neurodevelopmental gene expression. Epigenetic investigation of global CpG methylation, non-CpG (CpH) methylation, and CpG hydroxymethylation levels over brain development using (ox)RRBS revealed that the levels of each of these modifications were low, but increased steadily during telencephalon development. A similar initial low degree combined with a global increase in DNA methylation has been observed during human brain development (Lister et al., 2013; Dillman and Cookson, 2014; Vogel Ciernia and LaSalle, 2016) and may reflect the role of methylation in experience-dependent shaping of the neuronal transcriptome. Along the same line, immunofluorescent staining of methylcytosine in the brain revealed an age-dependent increase in signal intensity specifically in the song control system during the period of song learning. Furthermore, this suggests that DNA methylation is particularly relevant for the SCS and possibly song learning.

Since the investigated time points span the entire period of zebra finch brain maturation, innumerable functional and structural changes were expected to occur. Indeed, gene classification according to similar developmental expression patterns identified coordinated, large-scale cellular changes during brain development, some of which show strong enrichment for specific TF binding motifs. Only a limited fraction of the massive differential expression in the developing zebra finch telencephalon could be explained by differential CpG and/or CpH DNA methylation. However, a strong association between DNA methylation and age-dependent gene expression was found for various transcription factors involved in neurodevelopment. Additionally, we found significant enrichment of several TF binding motifs around differentially methylated cytosines in differentially expressed genes, suggesting that DNA methylation controls the binding of transcription factors to their binding sites (Kribelbauer et al., 2017, 2019; Yin et al., 2017; Heberle and Bardet, 2019). Together, these results indicate that DNA methylation regulates neurodevelopmental gene expression dynamics through steering transcription factor activity (i.e., *ESRRA*, *FOS*, *OTX2*, *AR*, *EGR* family) rather than by regulating all individual genes.

In accordance with previous studies showing that dosage compensation in birds is much more limited than in mammals (Ellegren et al., 2007; Itoh et al., 2007, 2010), we found that incomplete dosage compensation of Z chromosome genes was largely responsible for sexually dimorphic gene expression. Only a smaller number of sex differences arising after 1 dph are largely autosomal in origin. Z-linked genes were grouped into three categories: genes that are dosage compensated from birth, genes that become compensated throughout life, and genes that never become dosage compensated. The majority of sex-biased genes are not dosage compensated at 1 dph, but become dosage compensated throughout life, meaning that they can contribute to sex-specific patterns in development, even though they are balanced in adulthood. Indeed, dosage compensation of Z chromosome genes was found to be far higher in adult samples, compared with all the other time points, and even approximated complete dosage compensation. Interestingly, for genes that acquire dosage compensation during life, compensation is partly driven by a decrease in expression in the homogametic male, but also partly due to an increase in expression with age in females. Finally, in contrast to placental mammals where DNA methylation is one of the inhibitory mechanisms regulating dosage compensation by X chromosome inactivation (Payer and Lee, 2008), we found no evidence for a role of DNA methylation in dosage compensation in zebra finches.

Previously, it has been shown that brain feminization in mammals requires active suppression of masculinization *via* DNA methylation (Nugent et al., 2015). In contrast, our results show no significant sex difference in global methylation levels. Also, at the single gene level, we only identified major neurodevelopmental age- but not sex-specific CpG/CpH gene methylation changes in differentially expressed genes. These results indicate that DNA methylation is not involved in regulating sexually differentiated gene expression. However, we cannot exclude a possible role for CpG/CpH DNA methylation in regulating (sexually differentiated) alternative RNA splicing and isoform use (Blekhman et al., 2010; Angelova et al., 2018; Shayevitch et al., 2018; Linder and Jaffrey, 2019; Price et al., 2019).

One limitation of our study concerns the heterogeneity of our telencephalon samples, which contains diverse brain regions and many different cell types. Our results represent an average over all cell types and may mask gene expression patterns and epigenetic changes occurring in cell populations with low abundance, or in specific brain nuclei (Lovell et al., 2018). In the future, this could be overcome using currently emerging single-cell sequencing and epigenomics technologies, which would allow to study gene expression and methylome in specific brain cell types (Karemaker and Vermeulen, 2018). A second limitation is that RRBS does not cover the whole genome, and relevant methylation changes may be missed. In addition, RRBS does not allow mapping of newly discovered DNA and RNA N6-methyladenine modifications involved in neurodevelopment or sex determination (Kigar et al., 2017; Yao et al., 2017, 2018; Livneh et al., 2020). This may now be overcome by nanopore and long read single molecule real-time (SMRT) sequencing approaches (Chen et al., 2019; Gouil and Keniry, 2019; Liu et al., 2019; Pacini et al., 2019). Third, due to a lack of comprehensive avian TF binding site annotation, we used human annotations for TF enrichment analysis. Even though TF binding sites are well conserved (Nitta et al., 2015), we could have missed some species-specific TF enrichment. Finally, the used version of the Zebra Finch genome (taeGut3.2.4) was based on male sequences solely. Apart from the inability to map transcripts to the W chromosome, this could cause some additional mapping problems due to W/Z pseudoautosomal regions.

In conclusion, our results indicate that DNA methylation regulates neurodevelopmental gene expression dynamics through steering relevant transcription factor activity, but does not explain sex-specific gene expression patterns in zebra finch telencephalon, nor does it seem to be involved in the regulation of dosage compensation in zebra finches.

## Data Availability Statement

The datasets presented in this study can be found in online repositories. The names of the repository/repositories and accession number(s) can be found in the article/Supplementary Material.

## Ethics Statement

The animal study was reviewed and approved by the Ethical Committee for Animal Experimentation at the University of Liège (protocol 1396) and University of Antwerp (ECD 2016-70).

## Author Contributions

JD wrote the manuscript text, with the help from LC, under the supervision of WVB and TD. JD, LC, TD, WVB, JB, WVC, AV, and CC contributed to the conception and design of the experiments. AV, CF-V, WVC, WVB, and TD supervised the research. JD, LC, WVC, and TD contributed to the interpretation of the results. JD, ED, SD, and GM performed the laboratory experiments. LC and SS performed (bio)informatic and statistical analyses. JD and WVB performed functional enrichment analysis. CF-V assisted with the functional analysis of the data. LC and JD made the figures. JG was responsible for data preprocessing and data management. SH collected the brain samples under the supervision of CC and JB. AV and WVC acquired funding. All authors reviewed the manuscript.

## Conflict of Interest

The authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

## Abbreviations

5mC: 5-methylcytosine
cpm: counts per million
dph: days post hatch
EGR: early growth response
FC: fold change
FDR: false discovery rate
GePS: Genomatix Pathways System
GO: Gene Ontology
IF: immunofluorescence
LMAN: lateral magnocellular nucleus of the nidopallium
oxRRBS: oxidative RRBS
PWM: probability weight matrices
RA: robust nucleus of the arcopallium
RRBS: reduced representation bisulfite sequencing
SCS: song control system
TF: transcription factor
TFBS: transcription factor binding site.

How the deposited data were processed for this re-analysis (not part of the article)

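The RNA of 24 pools of zebra finch telencephalon was sequenced by the authors, 3 pools of each sex at 1 dph, 20 dph, 65 dph and adulthood, each of 3 birds. The deposited values are raw counts of reads per Ensembl gene, which the authors made with STAR and htseq-count without normalization or a filter on genes. All 24 columns were assigned to a sex and an age from the descriptions of the samples and the paper's Supplementary Table S3, and 0 columns were left unassigned. The pools are numbered from 1 to 24 and not paired between groups, so that no replicate block was used. Between 16680575 and 28772178 reads per sample were counted on genes, which puts the smallest value that 3 counts can show between 0.104 and 0.180 cpm.

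Counts were analysed in R 4.3.3 with edgeR 4.0.16. Genes with at least 1 cpm in at least 3 samples were tested, which is the filter of the paper's methods (under 1 cpm in 22 samples or more leaves a gene out). Libraries were normalized by TMM, and a quasi-likelihood model of 8 group means was fitted to all 24 samples. The omnibus test over 5 contrasts used the Benjamini-Hochberg method at 0.05, and Holm's method within each passing gene at 0.05 followed. In addition, the sex effect in adults minus the mean of the sex effects at the younger ages was tested with the Benjamini-Hochberg method over all genes. Values per gene are cpm after TMM, except for the genes read mostly in younger females, whose cpm are from library totals, and log2 cpm use edgeR's prior count of 2. Python 3.11.15 with numpy 2.4.6, scipy 1.17.1, pandas 2.3.3 and matplotlib 3.10.9 was used for shares, ratios, permutation tests and figures. Fisher's exact tests and exact permutation tests were two-sided, and tests of classes of genes and of the Z index used 100000 permutations. Shares have 95% Wilson intervals.

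Chromosomes and symbols were taken from the paper's supplementary tables, since the counts carry Ensembl identifiers only. Genes without a stated Z linkage were treated as non-Z. Genes named in the text were chosen by rules set before the data were examined, except for the 2 genes read mostly in younger females, which were chosen after the results were seen. They are the genes whose expression the paper's results mention, the DNA methylation genes and sex-biased genes of its table of epigenetic regulators, and the 3 genes with a symbol with the largest rise and the 3 with the largest fall with age among called genes whose later samples all lie on one side of those at 1 dph. They further include, at each age, the called non-Z gene with a symbol and the largest sex difference in each direction among those whose samples do not overlap. Not every gene that these rules give is reported in the text. Some genes that the paper reports, among them OTX2 and ESR2, could not be paired with an identifier in the tables as read here. They were not analysed as named genes. A set of type I interferon genes, of which 5 of 28 (17.9%) were found, was too incomplete to test, as at least 80% were required, and so was the set of ETS, POU and FOX genes. DNA methylation and immunofluorescence were not analysed here.

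The alternatives were DESeq2's size factors, the likelihood ratio test, DESeq2 1.42.0 with its Wald test, no filter on low counts, Benjamini-Hochberg adjustment per contrast, a scaled level after the omnibus test, one age or one sex at a time, and each sample left out in turn. For ratios and classes they were cpm without TMM, medians, geometric means, genes of at least 10 cpm, other quantiles and the paper's own class lists. For patterns they were other SDs, 2 SD, a prior count of 0.25 and, added after the values were seen, cpm without TMM alone and together with 1 SD. The tests were checked on simulated data. Among 200 genes given a 3-fold change with age, 195 (97.5%) were called, and 8 of 13491 unchanged genes were. Of 200 genes given a 3-fold sex difference in adults, 184 (92%) were called. Few genes changed in these simulated data, whereas 74.5% passed the omnibus test in the real data. With the real changes with age and no sex difference, a mean of 154 genes was called in adults. Called Z genes in adults had a median absolute log2 fold change of 0.29, far below 3-fold. This check thus gives neither the error rate nor the power of the reported sex calls. For the patterns, 195 of 200 genes given a 4-fold change (97.5%) were placed in HHH or LLL, and 71 of 13052 unchanged genes (0.544%) were placed in any group. M:F ratios of Z genes put in as 1.8, 1.5, 1.5 and 1.1 were recovered as medians of 1.79, 1.49, 1.49 and 1.09.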

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

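The test by thinning of the libraries was set before its result was seen, and the other tests in this part were chosen after the results were seen.

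The sex difference of the Z genes differed between adults and younger birds. The Z index, the median log2 expression of Z genes in a sample relative to both sexes and to non-Z genes, differed between the sexes by 0.18 in adults, and that difference minus the mean of the younger ages was -0.51 (permutation test, p = 6e-05). The p of this permutation is too small, since male and female indices mirror each other and were permuted as if independent. Gene by gene, the edgeR contrast of the same difference was called for 231 genes, of which 217 were Z genes, each with a smaller male bias in adults. In 2 of 100 assignments of the ages within each sex, the real one included, as many genes were called. Such assignments mix ages within a group, so that the large changes with age enter the spread between its samples. The other assignments gave a median of 0 genes and a highest number of 2509. This count can therefore not test the difference.

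Technical explanations were tested for this difference. A difference in library size would leave a smaller change once every library is thinned to the smallest total, and the change was then -0.50. Thinning speaks against library size as the source of the difference. A scaling factor by TMM would move non-Z genes as much as Z genes. Without TMM, the median sex difference changed from the younger ages to adults by 0.0247 on the log2 scale for non-Z genes and by -0.485 for Z genes, which speaks against normalization. With DESeq2's size factors, a setting added after the values were seen, the edgeR contrast was called for 260 genes. Exchanged labels of adult samples would put each sample at either end of the adult range. The slope of a sample's Z genes on the younger birds' sex difference was used for this, and 4 of 6 adult samples lay in the middle part of the range, against 0 of 6 at each younger age, which speaks against whole samples being exchanged.

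RNA of both sexes in the adult pools is a candidate explanation that remains. ENSTGUG00000017276 was taken from the younger samples as 1 of 2 genes of the 18618 whose every female value lay above every male value, with means at least 2-fold apart. It is outside the genes the paper discusses. Its mean, in cpm from library totals without TMM, was 0.856 ± 0.261 cpm (SD, n = 9) in younger females, 0.122 ± 0.0898 in younger males and 0.776 ± 0.215 (n = 3) in adult females. The adult male samples had a mean of 0.555 ± 0.541 cpm, from 0.0492 to 1.13 cpm, and the highest exceeded the highest younger male at 0.263 cpm. For 1 of the 3 adult male samples, replicate 24 with 1.13 cpm, the 95% interval (0.750 to 1.69 cpm) lay above every younger male sample. This value is also above every adult female, the highest of which had 0.921 cpm. Replicate 22, with the lowest Z index of the adult males (-0.08, against 0.06 in replicate 24), had 0.488 cpm with an interval from 0.257 to 0.928 cpm, which reaches the younger males. The gene and the Z index thus do not order these 2 pools alike, which speaks against female RNA as the only source of both, although the intervals overlap. The other gene, ENSTGUG00000003075, had means of 0.200 cpm in younger females, 0.0047 in younger males, 0.162 in adult females and 0.0853 in adult males. Both genes have few counts, and they were chosen after the pattern in the Z genes was seen.

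An uneven share of males among the adult male pools would make their slopes differ from each other. The slopes of the adult male samples were -0.02, 0.39 and 0.05 in replicates 22, 23 and 24, a range of 0.41, against ranges of 0.0466, 0.0976 and 0.0346 among males at 1, 20 and 65 dph. This is consistent with pools of unequal composition, and the range among adult females, 0.223, was also wider than at the younger ages. A change with age in every adult bird would put every adult male sample below every younger male sample, and this held for 3 of 3, although replicate 23 at 0.387 was just below the lowest younger male at 0.401. The slopes of an age are set against the mean of both sexes at that age. Female RNA in replicates 22 and 24 alone would lower this mean and would not put a purely male replicate 23 below the younger males. The order follows from mixed pools only if replicate 23 also held female RNA or the adult female pools held male RNA. The 2 genes low in younger males do not settle this. ENSTGUG00000017276 had 0.0492 cpm in replicate 23, within the younger males, and a mean of 0.776 in adult females against 0.856 in younger ones. ENSTGUG00000003075 had 0.0984 cpm in replicate 23 and at least 0.049 in each adult male sample, above every younger male (at most 0.0424), and 0.0549 in adult female replicate 20, below every younger female (at least 0.0794), with at most 2 counts in each of these adult samples. Most of the change was in females, where the Z genes that acquire compensation rose by 0.36 on the log2 scale from 65 dph to adulthood (exact permutation p = 0.1, the smallest that 3 against 3 samples can give), against -0.19 in males (exact permutation p = 0.3), and these genes were chosen by their ratio in the same samples. The smaller sex difference in adults can therefore not be told apart from pools that hold RNA of both sexes, in males and females, and it is not called biological here. The labels of the samples were kept as given.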

How the results depend on the processing

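All alternatives named without a remark were set before the data were examined. Of 149 comparisons of a summary result with another setting, 98 stayed within the bounds set for it, 48 moved, and 3 reversed. Moved means outside 1.5 times the reported count in either direction, outside the 95% Wilson interval for a share, or by more than the SD between samples for a ratio of Z genes or a change of a class between ages. The Z index and the differences between classes were compared by their sign and by the side of 0.05 on which the permutation p lay, and the cell cycle set by the standard error of its genes and by 2.5 percentiles. The cause was not tested for any of them unless stated.

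With Benjamini-Hochberg adjustment per contrast, an effect of sex was called for 515 genes at 1 dph, 376 at 20 dph, 6 in adults, 617 at any age and 0 at every age. At an unadjusted p of 0.05, 193 genes were below the level at every age and 648 in adults. The genes called at 1 dph with this adjustment were all among the 776 called in stages, and the 6 in adults were 2.01% of the 299. With DESeq2's Wald test, 16 genes were called in adults, 730 at any age and 2 at every age. The Z shares were then 79.4%, 88.5%, 85.7% and 12.5% from young to old, and the share of non-Z genes higher in adult males was 78.6%. With only the samples of one age in the fit, 427, 377, 412 and 5 genes were called. The likelihood ratio test moved the Z share at 1 dph to 63.5%. DESeq2's size factors, added for this share after the values were seen, moved the share of non-Z genes higher in males at 20 dph to 38.3%.

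The mean M:F ratio of Z genes was 1.63, 1.52 and 1.57 at 1, 20 and 65 dph as a geometric mean, 1.62 at 1 dph and 1.55 at 20 dph for genes of at least 10 cpm, and 1.54 at 20 dph as a median. As a ratio of summed cpm without TMM, chosen after seeing the data, it was 1.50, 1.44 and 1.47. With the higher of the quantiles set beforehand in place of 95%, 144 genes were compensated from birth and 18 not compensated. With the quantile of non-Z genes of at least 10 cpm, 44 were compensated from birth, 251 acquired compensation and 340 were not compensated. With the quantile taken among non-Z genes of similar expression, chosen after seeing the data, the differences in expression between the classes reversed. Genes compensated from birth minus those not compensated gave -2.81 on the log2 scale, genes that acquired compensation minus those not compensated -1.97, and genes compensated from birth minus those that acquired it -0.84. This quantile rises as expression falls, from 1.07 to 1.51 in adults, which bears on the classes directly.

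The pattern groups depended on the SD and the scaling. HHH and LLL held 3769 and 4013 genes with the SD at 1 dph, 3901 and 3954 with the pooled SD, and 676 and 365 with 2 SD. Without TMM, LLL held 2913 genes, and without TMM and with 1 SD it also held 2913 genes and the 12 groups 5482; both settings were chosen after seeing the data. By covariance, 15 of 24 samples were nearest to one of their age, and 3 of 6 at 1 dph, 3 of 6 at 65 dph and 2 of 6 in adults to one of their sex. With non-Z genes alone, 2 of 6 at 1 dph and 2 of 6 at 20 dph were nearest to one of their sex, and 5 of 6 at 65 dph and 1 of 6 in adults, as with all genes. The Z index was also compared without TMM, which cannot move it, and this comparison shows no stability.

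With each sample left out in turn, the effect of age was called for 9661 to 10059 genes. The effect of sex was called for 634 to 937 genes at 1 dph, 532 to 721 at 20 dph, 583 to 818 at 65 dph, 137 to 391 in adults, 1037 to 1391 at any age and 42 to 272 at every age. The lowest and the highest count in adults came without replicate 23 and without replicate 22. The Z share ranged from 54.2% to 77.3%, 56.6% to 77.7%, 58.8% to 75.6% and 29.9% to 69.1% from young to old, and the share of non-Z genes higher in males from 29.1% to 44.2%, 23.6% to 39.0%, 25.1% to 33.5% and 51.3% to 69.9%. Between 146 and 311 genes had a sex effect that differed between adults and younger birds, and the difference of the Z index ranged from -0.60 to -0.42. Both ranges are over 6 fits only, with the extremes without replicates 22 and 23. Not every sample that enters these differences was therefore left out. The M:F ratio ranged from 1.66 to 1.72, 1.57 to 1.61, 1.60 to 1.68 and 1.08 to 1.22, over 6 fits at each age. Over 12 fits, the classes held 83 to 107 genes compensated from birth, 406 to 527 that acquired compensation and 27 to 148 not compensated. The 12 pattern groups held 9730 to 9916 genes, HHH 1991 to 2339 and LLL 1632 to 2031.

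Among 92 results for named genes, 0 reversed under any of these settings. DESeq2's Wald test made 12 weaker, its size factors 1 and the likelihood ratio test 0, and in the fits that left out 1 sample, 13 became weaker and 6 stronger at least once. The alternatives for the interferon genes and for the ETS, POU and FOX genes were not run, since too few of these genes were found. The depth limits genes with few counts, such as CALCB and SHOX2, whose folds are lower bounds only.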

Differences from the paper's values

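Reads per sample averaged 57.4 M in the paper (M, mega), which are reads sequenced, and 22.3 M here, which are reads counted on genes, so that the values measure different steps, and no alternative applied.

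Of the genes with a sex effect at 20 dph alone, the paper places 5.1% on the Z chromosome, and the value here was 2.33%. Among the alternatives set before the data were examined, DESeq2's size factors (4.07%) and no filter on low counts (3.82%) came within 1.5 times the paper's value, as did 10 of 24 fits that left out a sample, which ranged from 0.763% to 5.04%. The likelihood ratio test (2.44%), DESeq2's Wald test (15.6%), Benjamini-Hochberg adjustment per contrast (27.6%) and the level scaled after the omnibus test (3.13%) did not. The paper counts 132 Z genes as not compensated, and 77 were counted here. With the quantile at 1 dph used at both ages, 110 genes were counted, which is within 1.5 times the paper's value, and so was 1 of the 12 fits that left out a sample, which ranged from 27 to 148. A higher quantile than 95% (18 genes), cpm without TMM (77) and the quantile of non-Z genes of at least 10 cpm (340) did not close the gap.

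The paper's 12 pattern groups hold 5482 genes, 39.5% of those tested, and they held 9801 genes here, 70.6%. Among the alternatives set before the data were examined, 2 SD gave 7833 genes (56.4%), within 1.5 times the paper's value, and the SD at 1 dph (10926), the pooled SD (11173), the prior count of 0.25 (9777) and the fits leaving out a sample (9730 to 9916) did not close the gap. The paper's LLL holds 2913 genes and held 1765 here. The SD at 1 dph (4013), the pooled SD (3954) and 6 of 24 fits that left out a sample came within 1.5 times the paper's value, and the prior count of 0.25 (1707) and 2 SD (365) did not.

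The paper's HHE group holds 61 genes and its HEE group 88 in the supplementary table, against 456 and 406 here. LLE holds about 170 genes in Fig. 2, read by eye, against 563 here, and LEE about 130 genes (Fig. 2, read by eye) against 499. EHH holds about 140 genes (Fig. 2, read by eye) against 920 here, and ELL about 240 (Fig. 2, read by eye) against 1204. EHE holds about 10 genes (Fig. 2, read by eye) against 212 here, and ELE about 26 (Fig. 2, read by eye) against 280. EEH holds about 170 genes (Fig. 2, read by eye) against 702 here, and EEL about 120 (Fig. 2, read by eye) against 665. None of the alternatives set before the data were examined closed the gap for these 10 groups. With cpm from library totals without TMM and equal meaning within 1 SD, an alternative chosen after seeing the values, the 12 groups held 5482 genes, as in the paper, and 1421 genes in HHH, 2913 in LLL, 61 in HHE and 88 in HEE, as in the paper. The same added setting gave 169 genes in LLE, 131 in LEE, 135 in EHH, 238 in ELL, 10 in EHE, 26 in ELE, 172 in EEH and 118 in EEL. Without TMM alone, also chosen after seeing the values, LLL held 2913 genes.

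The ratio of summed cpm of Z genes without TMM, chosen after seeing the values, gave the paper's M:F ratios of 1.50, 1.44, 1.47 and 1.11, where the mean over genes was 1.69, 1.59, 1.63 and 1.16 here.

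The paper states that the Z share of sex-biased genes is lower in adults than at all other time points. Here the adult share did not differ from that at 1 dph (Fisher's exact test with Bonferroni correction, p = 0.516). With DESeq2's Wald test the adult share was 12.5%, over 16 genes, against 79.4% at 1 dph. With Benjamini-Hochberg adjustment per contrast it was 0%, over 6 genes, against 86.4%. The shares under these alternatives are in the direction of the paper and were not compared by a test. The paper states that NTRK2 is higher in males at the ages before adulthood, and the difference was not called at 20 dph here (edgeR adjusted p = 0.0681). It was called in the fits without replicate 2, 4, 11, 22 or 23 (edgeR adjusted p from 0.0263 to 0.0489), among those that left out a sample, and without replicate 22 it was also called in adults (log2 M:F ratio 0.27, edgeR adjusted p = 0.0449). The paper states that genes that acquire compensation decrease in males, and here the males changed by -0.19 from 65 dph to adulthood (exact permutation p = 0.3). With each adult sample's classes defined without it, the exact permutation p was 0.1. The 2 ages were then averaged over different genes, so that this value does not decide the question. The paper's LLL is larger than its HHH, and here HHH was larger, with 2129 against 1765 genes. HHH was also the larger with the prior count of 0.25 (2137 against 1707) and with 2 SD (676 against 365). LLL was the larger, as in the paper, with the SD at 1 dph (4013 against 3769) and with the pooled SD (3954 against 3901), both set before the data were examined, and without TMM (2913 against 1421), chosen after seeing the values.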

Other observations

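Except for the directions in other splits of the adult samples, the tests in this part were chosen after the results were seen.

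Other splits of the samples were fitted for each count of genes. Of 100 assignments of the ages within each sex, the real one included, 1 gave as many genes with an effect of age, and 1 of 100 gave as many regulators of the epigenetic table. The genes of that table were chosen by the paper's calls on the same samples, so that the count for them shows nothing beyond that choice. Of 100 splits by sex within each age, 2 gave as many genes with an effect of sex at any age. Of the 10 splits of the 6 samples of an age, 1 of 10 gave as many genes with an effect of sex at 1 dph, 1 of 10 at 20 dph, 1 of 10 at 65 dph and 4 of 10 in adults. With 3 samples against 3, the share of splits cannot be below 0.1.

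In adults, the other 9 splits gave a median of 151 genes and up to 742, against 299 for the real split, and 6 of 10 splits had as many non-Z genes as the real one. As many non-Z genes as in the real split were called in 4 of 10 splits at 1 dph, where another split had 430 against 255, in 2 of 10 at 20 dph (271 against 179) and in 2 of 10 at 65 dph (330 against 193), the real one included. Of the non-Z genes called in the real split of adults, 65.2% were higher in males. Uneven directions in any split of the adult samples may explain this share, and 1 of 10 splits, the real one, was as uneven, while the others lay between 50.0% and 63.6%. With 10 splits this cannot be told apart from an uneven direction in any split. No biological explanation of this share was tested.

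The stage-wise testing of genes that change with age calls sex-biased genes in counts simulated without a sex difference. The mean number over 10 simulations was 147 at 1 dph, 155 at 20 dph, 149 at 65 dph and 154 in adults, and 564 at any age. The non-Z genes called in the data were 255, 179, 193 and 115, and 635 at any age. At 1 dph, 20 dph and 65 dph and at any age the number in the data exceeded the highest simulated number, which was 159, 168, 165 and 585. With a sample left out, the number in the data ranged from 144 to 429, 124 to 313 and 142 to 337 at 1, 20 and 65 dph. The lower ends of these ranges were under the highest simulated numbers. In adults the number was below the lowest simulated number, 141, and it ranged from 96 to 149 with a sample left out. The number of non-Z genes in adults may thus come from the testing procedure alone. Most of the numbers at the younger ages are also of the size that the procedure gives, so that single non-Z genes are uncertain.

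The lower expression of Z genes that are not compensated was tested against wider ratios of genes with few counts. The 95% quantile of the non-Z ratios in adults was 1.51, 1.27, 1.13 and 1.07 for genes of 0 to 2, 2 to 4, 4 to 6 and over 6 log2 cpm. With the quantile taken among non-Z genes of similar expression, 84 genes were compensated from birth, 295 acquired compensation and 258 were not compensated, with means of 2.63, 3.46 and 5.43 log2 cpm. Genes compensated from birth minus genes not compensated then gave -2.81 on the log2 scale (permutation test, adjusted p = 1.5e-05, the smallest the permutations can give). This test cannot separate the explanations, since a quantile over all non-Z genes lets noise carry genes of low expression over it, while a quantile that is higher for such genes lets more of them count as compensated. Without any quantile, the median M:F ratio of Z genes in the same ranges of expression was 1.75, 1.75, 1.66 and 1.57 at 1 dph and 1.10, 1.16, 1.13 and 1.13 in adults. Wider ratios of genes with few counts may thus contribute to the classes, and no biological explanation of the difference was tested.

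Selection of genes that lie over the quantile at 1 dph could make genes appear to acquire compensation by regression to the mean. If so, as many would lie under it at 20 or 65 dph as in adults. Of 554 genes over it at 1 dph, at most 80 lay under it at 20 or 65 dph, and 477 did in adults, so that selection alone does not account for the class. It remains open whether RNA of both sexes in the adult pools does.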
